# The effect of inhibition of receptor tyrosine kinase AXL on DNA damage response in ovarian cancer

**DOI:** 10.1038/s42003-023-05045-0

**Published:** 2023-06-22

**Authors:** Xun Hui Yeo, Vignesh Sundararajan, Zhengwei Wu, Zi Jin Cheryl Phua, Yin Ying Ho, Kai Lay Esther Peh, Yi-Chia Chiu, Tuan Zea Tan, Dennis Kappei, Ying Swan Ho, David Shao Peng Tan, Wai Leong Tam, Ruby Yun-Ju Huang

**Keywords:** Ovarian cancer, Targeted therapies

## Abstract

AXL is a receptor tyrosine kinase that is often overexpressed in cancers. It contributes to pathophysiology in cancer progression and therapeutic resistance, making it an emerging therapeutic target. The first-in-class AXL inhibitor bemcentinib (R428/BGB324) has been granted fast track designation by the U.S. Food and Drug Administration (FDA) in STK11-mutated advanced metastatic non-small cell lung cancer and was also reported to show selective sensitivity towards ovarian cancers (OC) with a Mesenchymal molecular subtype. In this study, we further explored AXL’s role in mediating DNA damage responses by using OC as a disease model. AXL inhibition using R428 resulted in the increase of DNA damage with the concurrent upregulation of DNA damage response signalling molecules. Furthermore, AXL inhibition rendered cells more sensitive to the inhibition of ATR, a crucial mediator for replication stress. Combinatory use of AXL and ATR inhibitors showed additive effects in OC. Through SILAC co-immunoprecipitation mass spectrometry, we identified a novel binding partner of AXL, SAM68, whose loss in OC cells harboured phenotypes in DNA damage responses similar to AXL inhibition. In addition, AXL- and SAM68-deficiency or R428 treatment induced elevated levels of cholesterol and upregulated genes in the cholesterol biosynthesis pathway. There might be a protective role of cholesterol in shielding cancer cells against DNA damage induced by AXL inhibition or SMA68 deficiency.

## Abstract (web summary)

In an ovarian cancer model, AXL inhibition results in a DDR response and sensitivity to ATR inhibition, and the AXL binding partner SAM68 shows DNA damage phenotypes upon loss, similar to AXL inhibition.

## Introduction

AXL is a receptor tyrosine kinase (RTK) belonging to the TAM (Tyro3, AXL, Mer) family. It is overexpressed in multiple cancers such as breast, lung, and ovarian cancer (OC) with the expression levels correlating with cancer prognosis^1,2^. AXL has also been shown to contribute to tumour progression in metastasis and the acquisition of drug resistance via the activation of pathways such as MAPK/Erk and PI3K/Akt signalling^2–5^. Inhibition of AXL using small molecule inhibitors or silencing AXL via short-hairpin knockdown systems was able to prevent tumour progression and to re-sensitise treatment-resistant cancer cells^6–9^, making it an emerging therapeutic target^2,10^. Recently, the first-in-class AXL inhibitor bemcentinib (R428/BGB324) has been granted fast-track designation by the U.S. Food and Drug Administration (FDA) in STK11-mutated advanced metastatic non-small cell lung cancer (NSCLC)^11^. Clinical trials focusing on combination regimes between AXL inhibition and chemotherapeutic agents, or immunotherapies are being launched. Therefore, uncovering novel combination strategies with AXL remains critical.

In OC, studies have shown that the overexpression of AXL could be found in patients who developed resistance to platinum-based chemotherapy not responding to second-line treatment^12–14^. Previously, we have identified AXL being highly expressed in the mesenchymal (Mes)-subtype ovarian tumour tissue and cancer cell lines^1^. The Mes subtype conferred poor clinical survival outcomes among the 5 gene expression molecular subtypes^15^. AXL inhibition by using R428 attenuated the expressions of phosphorylated AXL (pAXL) and the downstream phosphorylated Erk (pErk), significantly impaired cell motility and suppressed *in ovo* tumour formation^1,15^. AXL inhibition by using a decoy aptamer has also been shown to induce DNA damage in OC^13^. The new emerging role of AXL associated with DNA damage, DNA damage response (DDR), and homologous recombination (HR) was further shown in NSCLC, triple-negative breast cancer (TNBC), and head and neck squamous cell carcinoma (HNSCC)^16^. Therefore, AXL inhibition might enable the sensitisation of cells to the PARP1 inhibitors^16^. With the DDR and HR pathway now being considered as the most crucial pathway for synthetic lethality in OC, it is therefore plausible that the combination targeting both AXL and the DDR pathways might be effective.

Here, we explored the mechanisms encompassing the role of AXL in DNA damage and DDR in OC, aiming to provide novel findings that will pave way to the rational use of AXL and DDR inhibitors in combination therapy. Our results demonstrated that AXL inhibition by (R428/BGB324) or the loss of AXL expression induced DNA damage through replication stress. R428 treatment further sensitised OC cells to ATR inhibitors. A novel AXL protein binding partner SAM68 was identified by using stable isotope labelling by amino acids in cell culture (SILAC) mass spectrometry. Full-length and cleaved AXL in the nuclear fractions were found to translocate into the nucleus. The loss of AXL and the loss of SAM68 shared similar molecular and functional consequences in the increases in DNA damage and upregulating genes involved in the cholesterol biosynthesis pathway. SAM68-deficient OC cells showed enhanced sensitivity to the combination of AXL and ATR inhibition. Furthermore, AXL- and SAM68-deficient or R428-treated cancer cells had elevated levels of cholesterol, indicating a protective cellular metabolic response against AXL inhibition-induced DNA damage.

## Results

### AXL inhibition with small molecule inhibitor R428 decreases cell proliferation and induces G2/M arrest

To explore molecular alterations upon AXL inhibition, global transcriptomic profiling was performed using SKOV3, a Mes-subtype OC cell line expressing high AXL levels (Supplementary Fig. 1a). 

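SKOV3 is an established human ovarian cancer cell line, and R428 (bemcentinib) is a small-molecule inhibitor of AXL that was dissolved in DMSO. RNA sequencing data were analysed for SKOV3 cells treated for 24 h, with 2 libraries from R428-treated cells and 2 libraries from DMSO-treated cells. The paper's text does not name the R428 concentration used for these libraries. The libraries were made with the TruSeq RNA kit and sequenced on an Illumina HiSeq system, and the authors deposited a log2 CPM value (counts scaled to the library size) for 13212 genes in each library. The aligner, genome build, annotation and scaling behind these values are not described. In the deposited values, 0.5 had been added to each estimated count before the log2 was taken, so the estimated counts could be recovered. They summed to 13929641 and 13526585 in the DMSO-treated libraries and to 12018935 and 13537652 in the R428-treated libraries. The 2 DMSO-treated libraries differed from each other by more than the sampling noise, with a chi-square of 42.3 per degree of freedom across genes, and the 2 R428-treated libraries by 36.8, so the spread between replicates rather than the depth limited the precision.

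Genes were tested when at least 2 libraries reached the CPM that 10 counts give at the median library size, which kept 12560 genes. The deposited log2 values were compared with limma's moderated test with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. No gene had an adjusted p-value under 0.05, while 1052 genes had an unadjusted p-value under 0.05. This fit did not pair libraries by replicate number. With the replicate number as a block, 2010 genes had an adjusted p-value under 0.05, 994 higher and 1016 lower. That the numbers pair the libraries is not shown, since only 1 pair of conditions could be examined (correlation of deviations 0.621). The SKOV3 values below, including the replicate SDs, are unpaired unless stated. With the thresholds stated in the methods, an absolute log2 fold change above 1.5 and an unadjusted p-value under 0.05, 121 genes were higher and 39 genes were lower in R428-treated cells. AXL, which lies on chromosome 19 of GRCh38 from 41219203 to 41261766, had a log2 CPM value of 7.62 ± 0.68 (SD, n = 2) with R428 and 8.24 ± 0.53 (SD, n = 2) with DMSO, and its log2 fold change of -0.62 (standard error 0.40, adjusted p = 0.752, limma) was smaller than the larger of these SDs. Gene positions were taken from GENCODE release 29 by Ensembl identifier. Pathways were examined with 17 gene lists written before the data were examined, which stand in for the pathway databases the paper used. Each list was tested with camera in limma at a preset inter-gene correlation of 0.01, with adjustment over the 17 lists, and 13 lists had an adjusted p-value under 0.05, of which 5 were higher and 8 were lower with R428. When the inter-gene correlation was estimated from the libraries, or when fry was used in place of camera, 0 of the 17 lists had an adjusted p-value under 0.05. The estimate rested on 2 libraries per group. With it, even a list of ATF4 targets with 24 of 24 genes higher had an adjusted p of 0.293 (camera). A high p-value with the estimated correlation therefore does not by itself argue against a change.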

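In R428-treated SKOV3 cells, 51 of the 54 genes of the G2/M phase list were lower than in DMSO-treated cells, with a median log2 fold change of -0.50 (camera adjusted p = 7.44e-14, limma). The median over the list's genes in single libraries had a replicate SD of 0.28, and the difference was larger than this spread. Of the 41 tested genes of the S phase list, 39 were lower, with a median log2 fold change of -0.43 (camera adjusted p = 2.3e-09, limma) against a replicate SD of 0.41. Of the 49 genes of the DNA replication list, 45 were lower, with a median log2 fold change of -0.37 (camera adjusted p = 3.8e-07, limma) against a replicate SD of 0.36. The fall in these last lists was therefore about as large as the spread between replicates, and single libraries changed its size. The S phase median was -0.80 without DMSO replicate 1, -0.11 without DMSO replicate 2, -0.20 without R428 replicate 1 and -0.68 without R428 replicate 2. In the same order, the DNA replication median was -0.59, -0.03, -0.11 and -0.63. The G2/M phase median was -0.27 both without DMSO replicate 1 and without R428 replicate 1, and -0.71 without DMSO replicate 2. Each list kept its direction in all 4 cases. Adjusted over the list alone, 2 genes of the S phase list and 0 genes of the G2/M phase and DNA replication lists had an adjusted p-value under 0.05 (limma), although 14 G2/M phase genes and 5 DNA replication genes had an unadjusted p-value under 0.05. Over all genes tested, 0 genes of the 3 lists passed. Over the alternatives the adjusted p-value ranged from 3.91e-14 to 0.495 for the G2/M phase list, from 1.76e-13 to 0.528 for the S phase list and from 8.31e-11 to 0.55 for the DNA replication list, with fry or the estimated correlation at the upper end of each range.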

Among differentially expressed genes and pathways, genes associated with cell cycle, mitosis, and DNA replication were downregulated upon AXL inhibition (Fig. 1a). Functional validation carried out using the Mes-subtype cell lines SKOV3 and HeyA8 demonstrated a decrease in cell proliferation after R428 treatment (Fig. 1b, Supplementary Fig. 1b). Strikingly, cell cycle analysis exhibited an initial increase in S phase followed by G_2_/M phase upon AXL inhibition, signifying a G_2_/M phase arrest (Fig. 1c, d, Supplementary Fig. 1c, d). In addition, GSEA analysis of the down-regulated genes showed the enrichment in the DNA repair pathway (Supplementary Fig. 1e), suggesting a plausible increase in DNA damage upon AXL inhibition. 

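The DNA repair list held 98 genes, all of them tested, and 71 were lower in R428-treated SKOV3 cells. Their median log2 fold change was -0.15 (camera adjusted p = 0.000412, limma), a fall about as large as the replicate SD of 0.16. It was -0.26 without R428 replicate 2, -0.25 without DMSO replicate 1, -0.06 without DMSO replicate 2 and -0.04 without R428 replicate 1. Over the alternatives the adjusted p-value of the list ranged from 0.000159 to 0.552. Adjusted over the list alone, 0 of its genes had an adjusted p-value under 0.05 (limma), and over all genes tested 0 did, while 10 had an unadjusted p-value under 0.05. Among the genes whose proteins the paper followed in the DNA damage response, H2AX (chromosome 11, 119093854 to 119095467) had the largest change, with 6.50 ± 0.15 (SD, n = 2) log2 CPM with R428 and 7.23 ± 0.42 (SD, n = 2) with DMSO. Its log2 fold change was -0.73 (standard error 0.24, adjusted p = 0.495, limma). The log2 fold change was -0.45 for CHEK2, -0.40 for PARP1, -0.13 for RPA2, -0.11 for TP53BP1, -0.10 for CHEK1, -0.04 for ATR and 0.23 for ATM. The adjusted p-values of these 7 genes lay between 0.649 for CHEK2 and 0.964 for ATR (limma). The differences of CHEK2, PARP1 and ATM were larger than the replicate SD of either group, and of these only CHEK2 had no overlap between the groups, while the other 4 were within the larger SD. From the enrichment of DNA repair among the down-regulated genes, the paper proposes a plausible rise in DNA damage with AXL inhibition. It then examined protein markers of DNA damage by immunofluorescence and immunoblot. Transcript levels do not measure those markers.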

Since cell cycle arrest often occurs in response to DNA-damaging agents^17,18^, the activation of G_2_/M phase cell cycle arrest and the decrease in cell proliferation upon AXL inhibition might be the consequence of the induction of DNA damage.

**Fig. 1:**
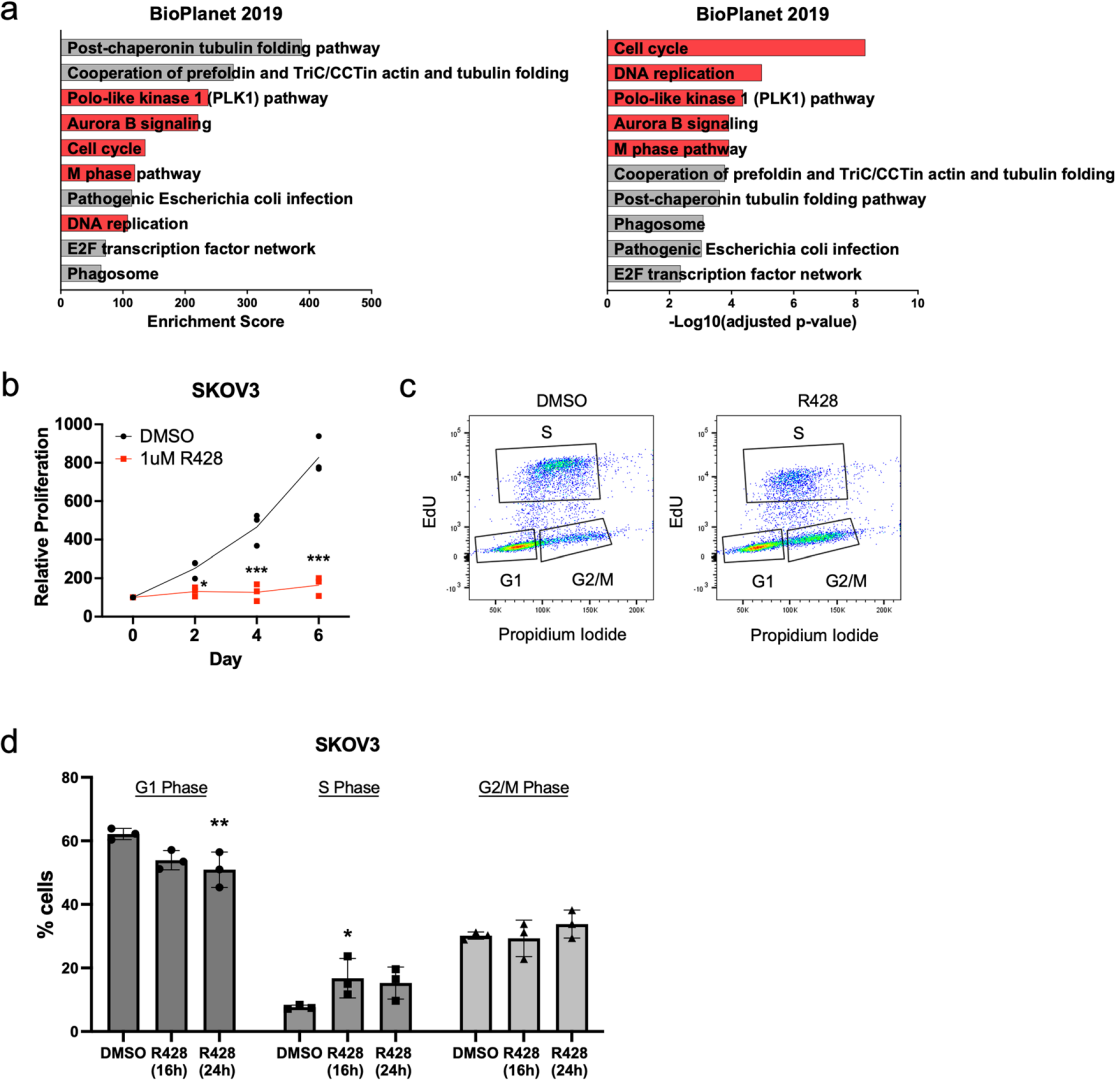
AXL inhibition associated with downregulation of cell cycle, mitosis and DNA replication. **a** Top ten downregulated pathways upon AXL inhibition. Pathways associated with the downregulation of the cell cycle, mitosis and DNA replication are highlighted in red. **b** Proliferation curve of SKOV3 treated with R428 compared to DMSO. Cell viability was normalised against mean viability at day 0 assessed with CellTiter-Glo. **c** Representative flow cytometry plot of cell cycle analysis in SKOV3 treated with R428 for 24 h compared to DMSO. Ten thousand events were recorded for each sample. **d** Quantification of cell cycle analysis of SKOV3 treated with R428 for 16 h and 24 h showing the percentage of cells in different phases of the cell cycle (G_1_, S, G_2_/M [G_2_ and mitosis]). Data represent mean ± s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, determined by Dunnett’s multiple comparisons tests.

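For the pathways in Fig. 1a that concern mitotic kinases and tubulin, 3 of the gene lists applied. Of the 35 tested genes of the Aurora B signaling list, 33 were lower in R428-treated SKOV3 cells, with a median log2 fold change of -0.39 (camera adjusted p = 1.67e-08, limma) and a replicate SD of 0.20. Of the 42 tested genes of the PLK1 pathway list, 33 were lower and 9 were higher, with a median of -0.27 (camera adjusted p = 4.31e-06) and a replicate SD of 0.18. Of the 30 tested genes of the tubulin folding list, 25 were lower, with a median of -0.37 (camera adjusted p = 4.32e-05), which was within the replicate SD of 0.39. The tubulin folding median was -0.62 without DMSO replicate 1, -0.13 without DMSO replicate 2, -0.09 without R428 replicate 1 and -0.68 without R428 replicate 2. The Aurora B median was -0.23 without R428 replicate 1 and -0.61 without R428 replicate 2, and the PLK1 median was -0.15 and -0.46 without the same libraries and -0.43 without DMSO replicate 2. Over the alternatives the adjusted p-value ranged from 1.03e-08 to 0.446 for Aurora B signaling, from 3.04e-06 to 0.495 for the PLK1 pathway and from 8.57e-08 to 0.55 for tubulin folding. The count of genes with an adjusted p-value under 0.05, adjusted over the list alone, was 1 for tubulin folding and 0 for the others, against 0 in each list over all genes tested and 4, 7 and 10 genes of the tubulin folding, Aurora B and PLK1 lists with an unadjusted p-value under 0.05 (limma).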

### AXL inhibition and knockdown increase DNA damage

Immunofluorescence (IF) staining of DNA damage markers showed a significant increase in the fluorescence intensity of γH2AX (Fig. 2a, b) and pRPA32 (Fig. 2c) upon R428 treatment in both SKOV3 and HeyA8, suggesting that AXL inhibition increased DNA damage and induced replication stress. These changes were also validated using the AXL knockdown system (shAXL) (Supplementary Fig. 2a–g). The increase in 53BP1 foci seemed to be cell-line dependent (Fig. 2d).

**Fig. 2:**
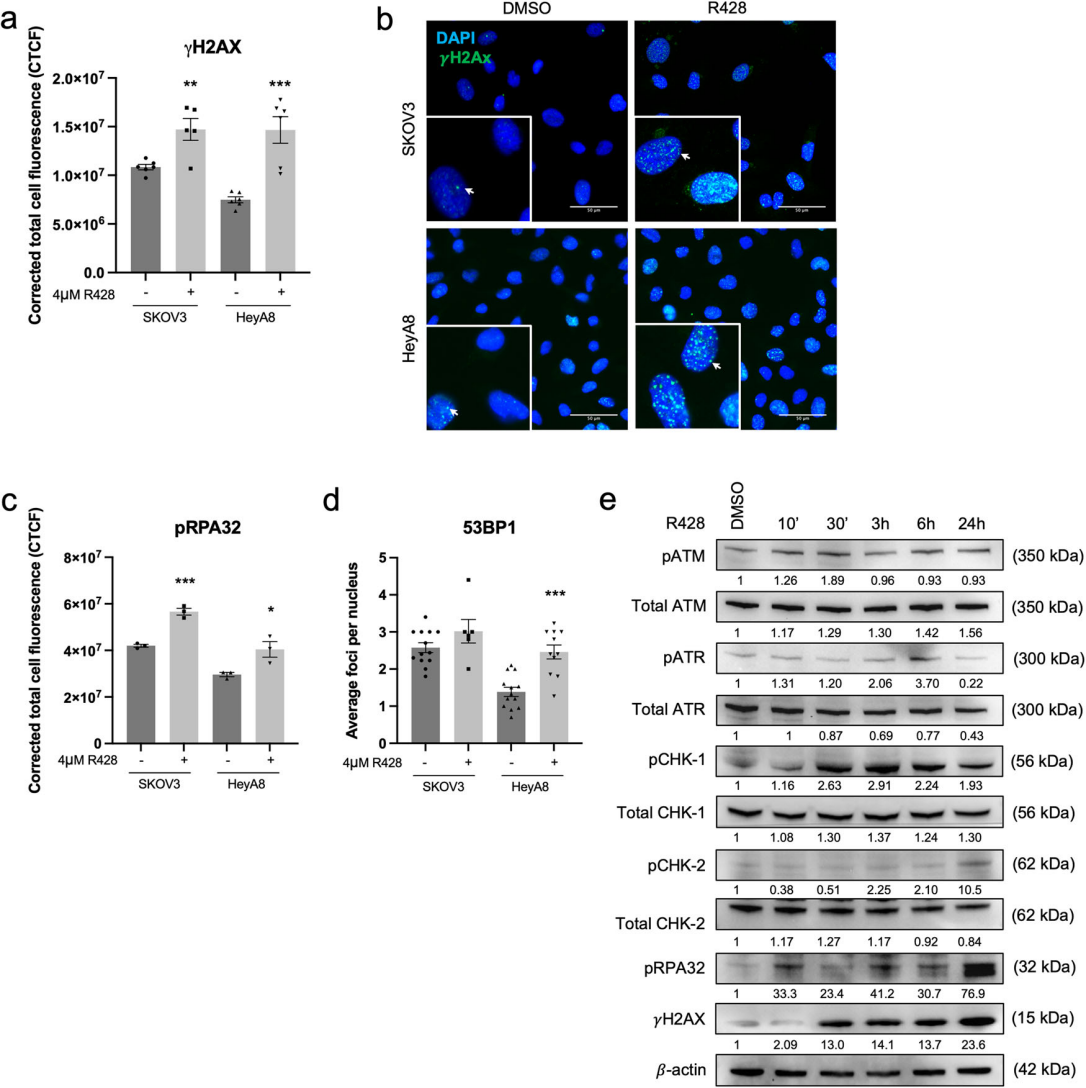
AXL inhibition increases DNA damage and DNA damage response pathways. **a** Fluorescence intensity quantification of γH2AX in DMSO Vs R428 treated in SKOV3 and HeyA8. Data represent mean ± s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with statistical significance with Welch’s correction. **b** Immunofluorescence staining of γH2AX staining (arrows) in DMSO and R428 treated SKOV3 and HeyA8. Blue, DAPI; Green, γH2AX. **c** Fluorescence intensity quantification of pRPA32 in DMSO Vs R428 treated SKOV3 and HeyA8. **d** Nuclear foci quantification of 53BP1 in DMSO Vs R428 treated SKOV3 and HeyA8. Data in **c** and **d** represent mean ± s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with statistical significance with Welch’s correction. **e** Immunoblot of DDR markers upon AXL inhibition at the indicated time points in SKOV3. Numbers below blots reflect protein band intensity normalised against DMSO.

Consistent with the IF staining results, the activation of DDR markers following AXL inhibition showed elevated levels of γH2AX and pRPA32 expression (Fig. 2e, Supplementary Fig. 2h). Increased expressions of pATM, pATR and pCHK1 were observed at early time points (Fig. 2e) while pCHK2 levels increased at much later time points (Fig. 2e, Supplementary Fig. 2h). This indicated that upon AXL inhibition, DDR first responded to the presence of single-stranded DNA breaks (SSB), followed by the presence of double-stranded DNA breaks (DSB) which might be caused by collapsed stalled replication forks during replication stress^19^. Collectively, AXL inhibition might lead to SSB followed by DSB accompanied by the activation of DDR proteins.

### AXL inhibition sensitises cells to ATR inhibitors

Knowing that AXL inhibition induced the increase in ssDNA and replication stress, we explore the possibility of a combination treatment using the AXL inhibitor R428 with an ATR inhibitor BAY1895344. ATR is a serine/threonine-kinase that senses the presence of ssDNA at stalled replication forks and activates DNA damage checkpoint leading to cell cycle arrest^20^. We hypothesised that the combination of ATR and AXL inhibition would induce DNA damage to catastrophic levels, thus eventually leading to cell death. Combination treatment was carried out in a panel of OC cell lines harbouring different gene expression profiles with varying AXL expression levels (Supplementary Fig. 3a), using their respective 20% inhibitory concentration (IC_20_) of R428 (Supplementary Fig. 3b–h) and varying doses of BAY1895344. An overall reduction in the IC_50_ of BAY1895344 was observed in the Mes-subtype cell lines—SKOV3 (Fig. 3a), HeyA8 (Fig. 3b), RMG5 (Fig. 3c) and OVTOKO (Supplementary Fig. 3j)—showing a greater shift in the dose response curve of BAY1895344 compared to the non-Mes cell lines—PEO1 (Fig. 3d), OVCA429 (Supplementary Fig. 3k) and CH1 (Supplementary Fig. 3l). In addition, Mes-subtype cell lines also harboured an overall lower average IC_50_ of BAY1895344 when treated in combination (Supplementary Fig. 3i). Combination index (CI) calculated using the Chou–Talalay method^21^ showed either synergism (CI < 1) or additive effect (CI = 1) for all cell lines (Fig. 3e) with a favourable dose reduction index (DRI > 1) (Fig. 3f). Moreover, fluorescence intensity and immunoblotting of γH2AX in SKOV3 (Fig. 3g, Supplementary Fig. 3m, n) and RMG5 (Fig. 3h, Supplementary Fig. 3m) were significantly elevated in the combination treatment compared to either single agent, suggesting that inhibition of both AXL and ATR further induced DNA damage. Validation using another ATR inhibitor VE-821 also yielded similar results (Supplementary Fig. 3o–w). Collectively, these data showed that AXL inhibition was able to sensitise cells to ATR inhibition by further increasing DNA damage. To determine its translatability, SKOV3 was treated *in ovo* using the chick chorioallantoic membrane (CAM) xenograft assay. The tumour growth in CAM was greatly suppressed when treated with the AXL and ATR combination treatment compared to either single agent (Fig. 3i).

**Fig. 3:**
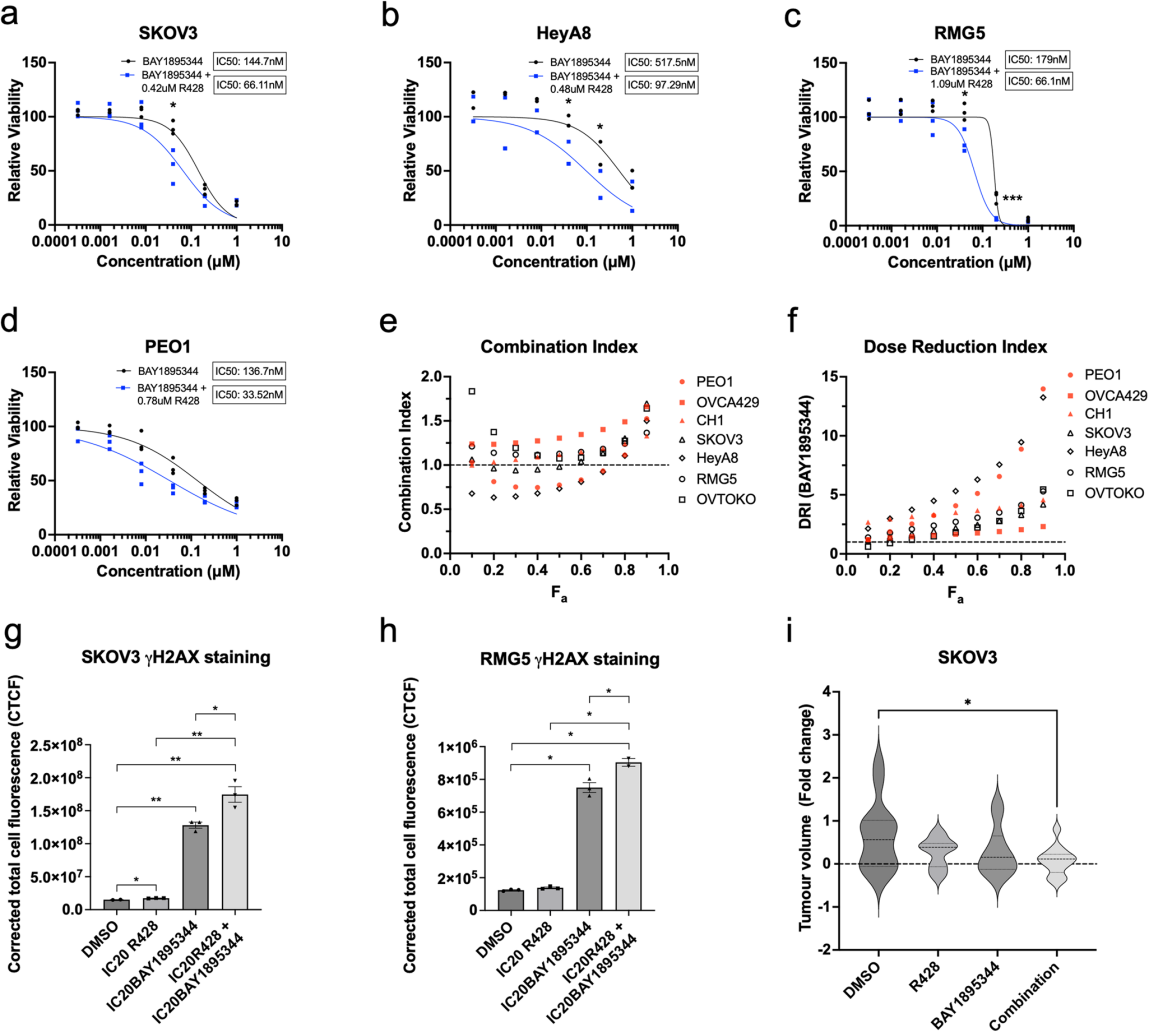
AXL inhibition sensitises cells to ATR inhibition. Combination treatment of R428 with BAY1895344 in **a** SKOV3, **b** HeyA8, **c** RMG5 and **d** PEO1. **e** Combination index of R428 and BAY1895344. **f** Dose reduction index of BAY1895344; Fa fraction affected. **g** Fluorescence intensity quantification of γH2AX in SKOV3 and **h** RMG5 treated with combination treatment of AXL and ATR inhibition. Data represent mean ± s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with statistical significance with Welch’s correction. **i** Relative tumour volume change against the baseline. Data represent mean ± s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with statistical significance with Welch’s correction; *n* = 14 tumours treated with DMSO, *n* = 11 tumours treated with R428, *n* = 11 tumours treated with BAY1895344, and *n* = 13 treated with combination treatment.

Interestingly, low AXL-expressing PEO1 also responded well to the combination treatment (Fig. 3d). PEO1 is a well-known OC cell line derived from a *BRCA2* mutated high-grade serous ovarian carcinoma (HGSOC) patient^22,23^. This raised the question if HR deficiency could be the basis for another combination treatment with AXL inhibition. Contrary to what was observed, only *BRCA* mutant cell lines (Fig. 4a, b) and two out of five *BRCA* wild-type cell lines (Fig. 4c, d, Supplementary Fig. 4a–c) responded to combination treatment with R428 and Olaparib, a PARP1 inhibitor. *BRCA2* mutant PEO1 showed a synergistic effect while *BRCA1/2* mutant RMG5 showed an increasing additive effect (CI = 1) (Fig. 4e) with favourable DRI (Fig. 4f). However, an antagonistic effect (CI > 1) was observed in all cell lines with *BRCA* wild-type status (Fig. 4e). Validation using another PARP1 inhibitor, Niraparib, also exhibited similar results (Supplementary Fig. 4d–h). As *BRCA* mutants have defective HR repair, DNA damage induced by AXL inhibition and accumulated by PARP1 inhibition would not be resolved, therefore contributing to cell death. In addition, the failure of *BRCA* wild-type cell lines to respond to combination treatment suggested that with the presence of functional HR repair, the extent of DNA damage induced by AXL inhibition was still within the tolerable threshold of the cell.

**Fig. 4:**
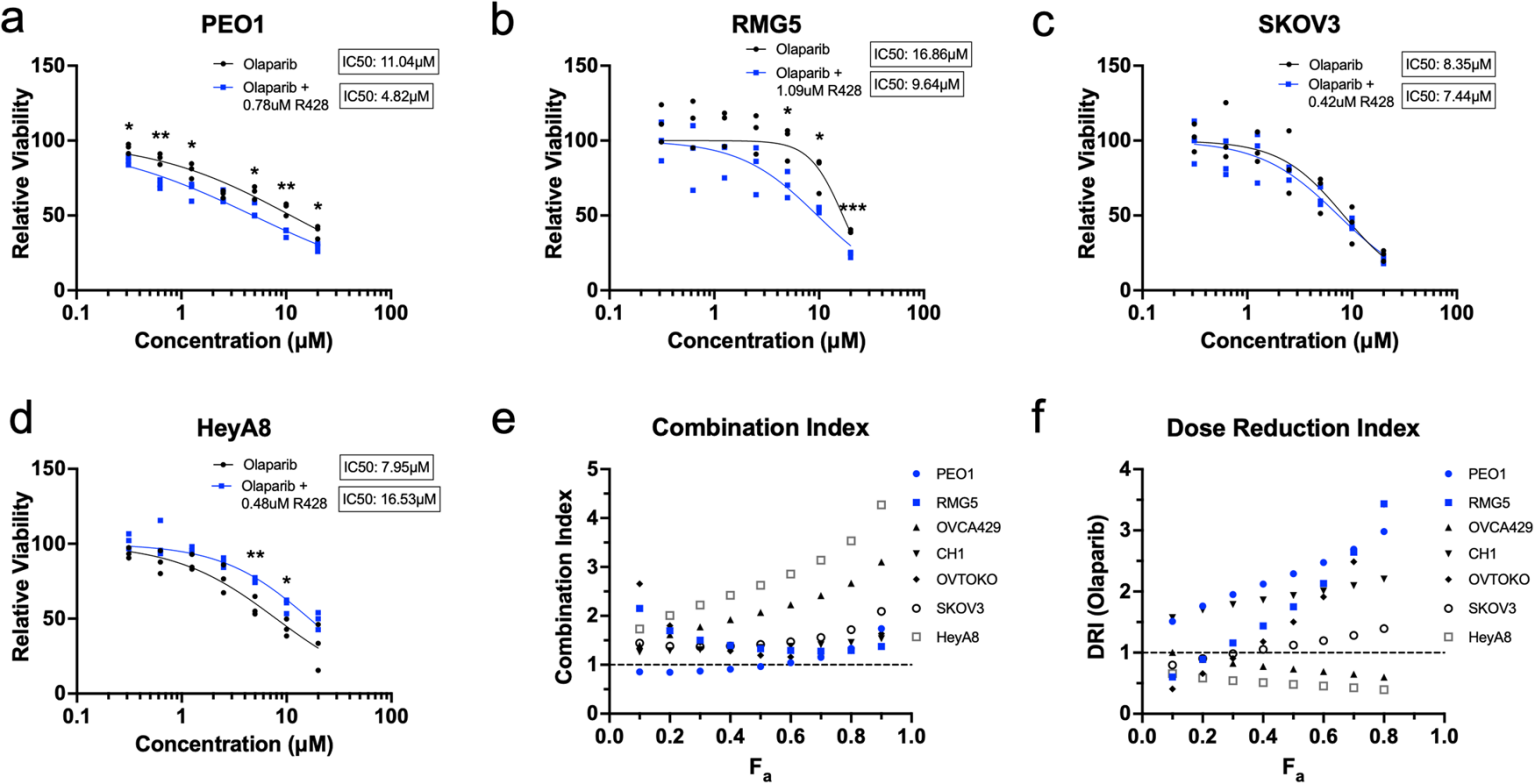
AXL inhibition sensitises *BRCA* mutant cells to PARP1 inhibition. Combination treatment of R428 with Olaparib in **a** *BRCA2* mutant PEO1, **b** *BRCA1/2* mutant RMG5, **c** SKOV3 and **d** HeyA8. **e** Combination index of R428 and Olaparib. **f** Dose reduction index of Olaparib. Fa fraction affected.

### SAM68 is a novel binding partner to AXL

Like the EGFR family of RTK, AXL is known to exist as a nuclear form^8,24^. To elucidate the possible mechanism of AXL-mediated DNA damage, we explored potential novel binding partners of AXL by using SILAC co-immunoprecipitation (Co-IP) mass spectrometry (Fig. 5a). Among the pulldown proteins in the mass spectrometry analysis, AXL was also identified. Potential binding partners of AXL were filtered based on the differential SILAC ratio. The protein Src associated in mitosis, of 68 kDa (SAM68/KHDRBS1) was among the highest SILAC ratio. SAM68 is a KH domain RNA-binding protein that plays a variety of roles in cellular processes including RNA stability and nuclear export^25–28^. Emerging evidence shows that SAM68 has critical functions in DDR^29^ and governs PARP1 activation at DNA damage sites triggered by DSBs, and poly(adenosine diphosphate [ADP]-ribosyl)ation (pADPr) of PARP1 activation during DNA damage^26^. The interaction of SAM68 with AXL was validated using the nuclear fraction of high AXL-expressing OC (SKOV3 and HeyA8) and NSCLC (H1299) lines. The association between AXL and SAM68 was detected only in the nuclear fractions but not the cytoplasmic fractions (Fig. 5b), confirming that SAM68 was a novel binding partner of AXL in the nucleus and this interaction was not specific to OC.

**Fig. 5:**
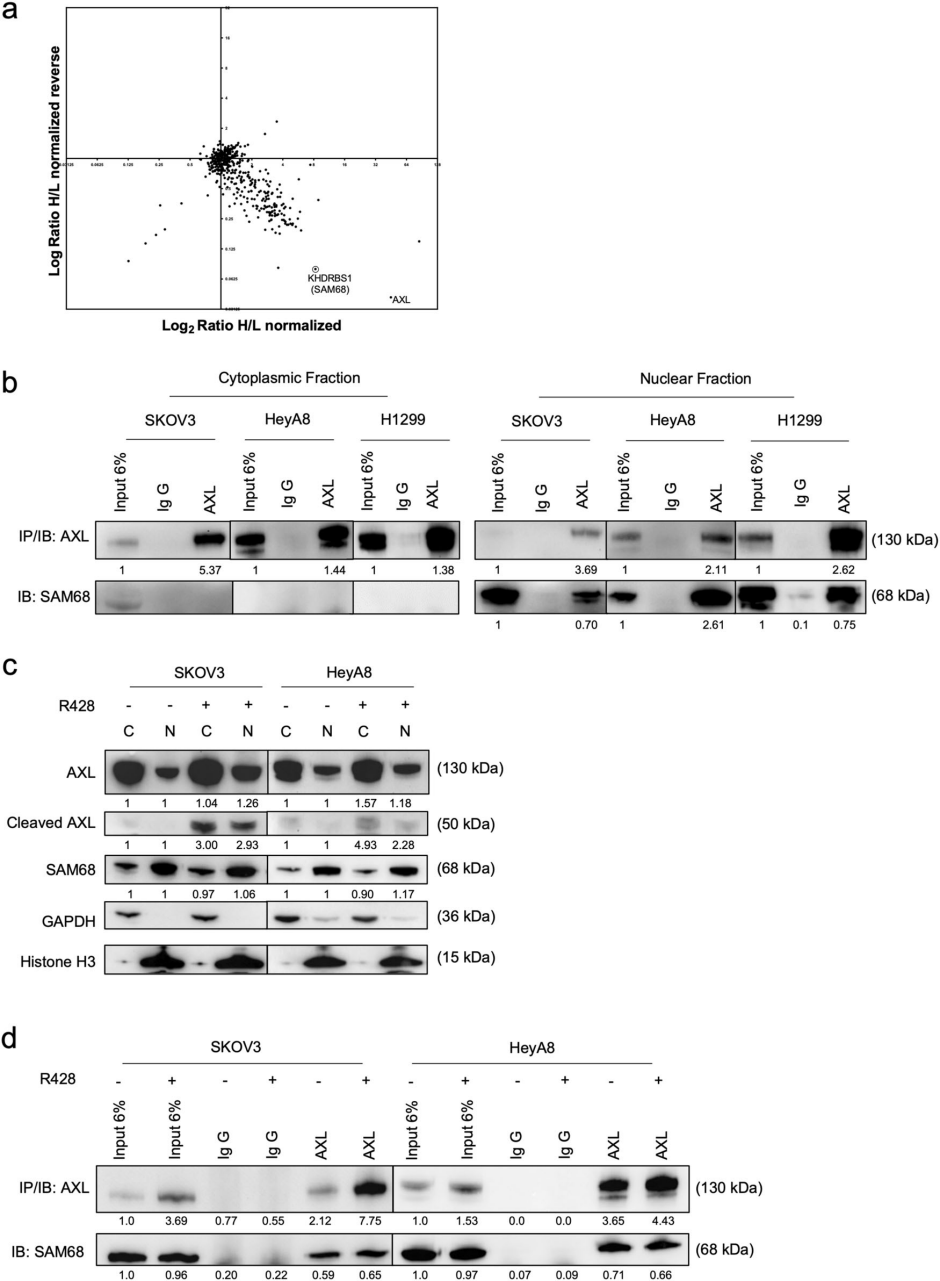
Novel nuclear AXL binding partner SAM68. **a** Two-dimensional normalised plot of SILAC Co-IP in OVCA429. Circled was a potential target chosen for validation. **b** Co-IP of AXL using a cytoplasmic and nuclear fraction of SKOV3, HeyA8 and H1299 cell lines. **c** Immunoblot showed no changes in SAM68 levels and increased AXL nuclear translocation upon AXL inhibition in SKOV3 and HeyA8. **d** Nuclear Co-IP of SAM68 upon AXL inhibition in SKOV3 and HeyA8; Numbers below blots reflect protein band intensity normalised against respective control; C cytoplasmic fraction, N nuclear fraction, IB immunoblot, IP co-immunoprecipitation.

### The role of AXL-SAM68 interaction in protecting against DNA damage

We moved on to determine whether AXL inhibition might alter SAM68 expression or the protein interaction. In both R428-treated SKOV3 and HeyA8 cells, there was no change in SAM68 abundance in either the nuclear or cytoplasmic fraction (Fig. 5c). Similarly, the interaction between AXL and SAM68 in the pull-down was not affected (Fig. 5d). Interestingly, an increased nuclear AXL abundance was observed in both R428-treated OC cell lines (Fig. 5c). A cleaved version of AXL (~50 kDa) was detected only in the cytoplasmic fraction before R428 treatment, but it further increased in levels in both the cytoplasmic and nuclear fractions upon AXL inhibition (Fig. 5c). This indicated that AXL inhibition might increase AXL proteolysis and nuclear abundance of both full-length and cleaved AXL.

Next, to determine whether the loss of its binding partner would interfere with DDR, CRISPR–Cas9 mediated AXL and SAM68 knockout (KO) clones were generated. Increased γH2AX levels were observed in both AXL- and SAM68-KO clones (Fig. 6a, b). Elevated levels of pADPr expression were also observed in the AXL KO clones (Fig. 6a) with similar findings exhibited in one HeyA8 SAM68 KO clone (Fig. 6b). The data suggested that DNA damage was enhanced when either AXL or SAM68 was depleted. We next determined if the DNA damage induced by AXL inhibition would be abrogated upon SAM68 depletion (Fig. 6c). The expression of pADPr and γH2AX increased in the R428-treated SAM68 control clone. However, the increase in γH2AX induced by R428 treatment was still present in the SAM68 KO clones with the further increase in pADPr expression (Fig. 6c), suggesting that the increase in DNA damage mediated by AXL inhibition was not affected by the depletion of SAM68. In addition, to show that the increase in pADPr expression was due to the activation by PARP1 in response to increased DNA damage, R428-treated cells were further treated with Olaparib (Fig. 6c). The increase of pADPr was clearly inhibited by the addition of Olaparib, suggesting that the induction of pADPr mediated by AXL inhibition might also be independent of SAM68.

**Fig. 6:**
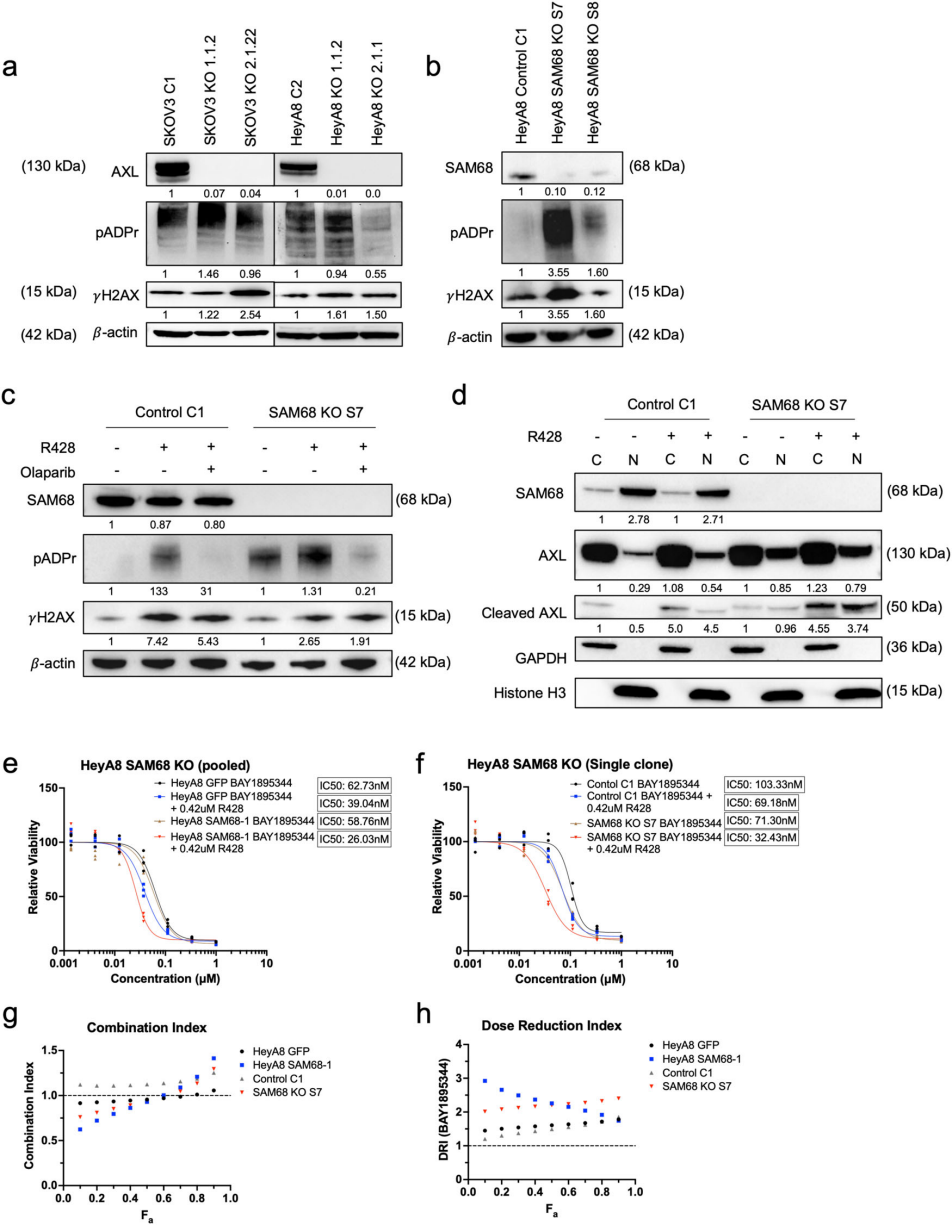
Depletion of SAM or AXL increases DNA damage and pADPr. **a** CRISPR-Cas9 mediated AXL knockout in SKOV3 and HeyA8. **b** CRISPR-Cas9 mediated SAM68 knockout in HeyA8. **c** Immunoblot of HeyA8 SAM68 KO treated with R428 and Olaparib. **d** Immunoblot of AXL nuclear localisation upon AXL inhibition in HeyA8 SAM68 KO. Numbers below blots reflect protein band intensity normalised against respective control. **e** Combination treatment of R428 with ATR inhibitor BAY1895344 in pooled SAM68 KO cell lines and **f** single clone SAM68 KO cell lines. **g** Combination index of R428 and BAY1895344. **h** Dose reduction index of BAY1895344. F_a_ Fraction affected.

As the loss of SAM68 did not affect R428-induced DNA damage, we wondered if cleaved AXL and/or nuclear AXL would be affected by SAM68 depletion. Prior to AXL inhibition, both full-length AXL (130 kDa) and cleaved AXL (~50 kDa) were detected in both the cytoplasmic and nuclear fractions of both SAM68 control and KO cell lines (Fig. 6d). Interestingly, loss of SAM68 further increased the expression of cleaved AXL in the nuclear fraction (Fig. 6d). This suggested that the presence of nuclear AXL might not require SAM68 but the loss of SAM68 might further contribute to nuclear AXL, which was similar to the effect observed in the R428-treated parental cell lines (Fig. 5c). Upon R428 treatment, this increase in full-length and cleaved AXL was still observed in SAM68-deficient cell lines (Fig. 6d). This further confirmed that the nuclear pool of AXL was not depleted upon the loss of SAM68 but was significantly increased after AXL inhibition.

We moved on to determine if the loss of SAM68 could further escalate DNA damage caused by the combination treatment of AXL and ATR inhibitors (Fig. 6e, f). Consistently, AXL inhibition was able to sensitise control cell lines to ATR inhibition. Strikingly, the loss of SAM68 caused a greater shift in the dose–response curve, causing increased sensitisation to the combination treatment. Furthermore, CI also showed a synergistic effect with favourable DRI (Fig. 6g, h). Collectively, our results suggested that SAM68, being the novel binding partner of AXL, might have a parallel role in DNA damage and DDR. The DNA damage induced by AXL inhibition might be independent of SAM68 and the loss of SAM68 itself could trigger DNA damage and DDR, and further sensitise cells to the combination treatment using AXL and ATR inhibitors.

### AXL or SAM68 loss-of-function upregulates cholesterol biosynthesis

To explore the functions that might be regulated by AXL and SAM68, transcriptomic analysis of AXL KO and SAM68 KO cell lines was done to explore commonly altered pathways. 

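HeyA8 is an established human ovarian cancer cell line, and the AXL KO and SAM68 KO lines are clones derived from it with CRISPR-Cas9. RNA sequencing data were analysed for 6 HeyA8 clones with 2 libraries each. They were AXL KO clones 1.1.2 and 2.1.1, SAM68 KO clones S7 and S8, and the control clones A2 and C1. As for SKOV3, the authors deposited log2 CPM, here for 11926 genes, and the recovered estimated counts summed to between 8793573 and 11235995 per library. The deposited values were compared in one limma fit of all 12 libraries with 4 groups, in which both clones of a knockout formed one group. AXL KO was compared with A2 and SAM68 KO with C1, the control clone shown beside S7 and S8 in Fig. 6b. That A2 is the control of the AXL KO clones was taken from the shared prefix of its label. Fig. 6a names the control beside the AXL KO clones C2, and the paper's text does not state whether C2 is A2, so the control of AXL KO is not certain. The filter on low values removed none of the 11926 genes. The 2 libraries of a clone are not separate clones, so the test treats libraries of one clone as independent.

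The targeted genes were examined first. AXL had 7.24 ± 0.82 (SD, n = 4) log2 CPM in the AXL KO libraries and 10.06 ± 0.07 (SD, n = 2) in A2, a log2 fold change of -2.83 (standard error 0.38, adjusted p = 0.00083, limma). The libraries of clone 2.1.1 held 854 and 911 estimated AXL counts and those of clone 1.1.2 held 2396 and 2500, against 9029 and 10658 in A2, so AXL transcripts remained in both clones. KHDRBS1, the gene encoding SAM68 (chromosome 1, 32013829 to 32060850), had 5.29 ± 1.72 (SD, n = 4) log2 CPM in the SAM68 KO libraries and 7.80 ± 0.05 (SD, n = 2) in C1, a log2 fold change of -2.51 (standard error 0.77, adjusted p = 0.044, limma). It had 3.68 and 3.92 log2 CPM in the libraries of S7 and 6.69 and 6.85 in those of S8. Without S7 replicate 1 the KHDRBS1 log2 fold change was -1.98 (adjusted p = 0.0676, limma) and without S7 replicate 2 it was -2.06 (adjusted p = 0.07, limma), and over the alternatives the adjusted p ranged from 4.94e-12 to 0.136. In AXL KO the log2 fold change of KHDRBS1 was -0.07 (adjusted p = 0.963, limma), and in SAM68 KO that of AXL was -0.42 (adjusted p = 0.484, limma).

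With an adjusted p-value under 0.05, 1328 genes were higher and 1155 were lower in AXL KO than in A2, and 1059 were higher and 985 were lower in SAM68 KO than in C1. The control clones C1 and A2 differed from each other at 4201 genes. With clone as a random block in limma-voom (clone correlation 0.791), which counts the libraries of one clone as related, 47 genes differed in AXL KO, 30 in SAM68 KO and 265 between the control clones. The rule for named genes selected the largest rises and falls. In AXL KO, SPOCK1 rose from 2.63 ± 0.22 (SD, n = 2) in A2 to 6.70 ± 0.14 (SD, n = 4), a log2 fold change of 4.07 (standard error 0.23, adjusted p = 3.36e-06, limma). ISYNA1 and ANGPTL2 had log2 fold changes of 5.28 and 4.50 against A2, but of 0.43 and 0.83 against C1. PTPRD was at least 42.9-fold lower and ERG at least 48.9-fold lower in AXL KO than in A2, since their AXL KO libraries held at most 3 and 1 estimated counts. ERG held 0 estimated counts in both C1 libraries. DCDC2 fell by 6.60 on the log2 scale, with 2 and 0 estimated counts in the libraries of clone 1.1.2 and 93 and 87 in those of clone 2.1.1. Its adjusted p of 0.0288 (limma) rose to 0.0544 without clone 1.1.2 replicate 1, within a range over the alternatives of 8.88e-09 to 0.106. In SAM68 KO, SCG5, GREM1 and ARHGAP30 had log2 fold changes of 5.73, 5.05 and 4.56 against C1 and 1.63, 2.66 and 0.53 against A2. PAEP, ITGB3 and ADAM8 had log2 fold changes of -5.44, -4.95 and -4.31 against C1. Against A2 those of ITGB3 and ADAM8 were 1.07 and -1.71, and PAEP held 1 and 0 estimated counts in the A2 libraries.

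**Figure D1:**
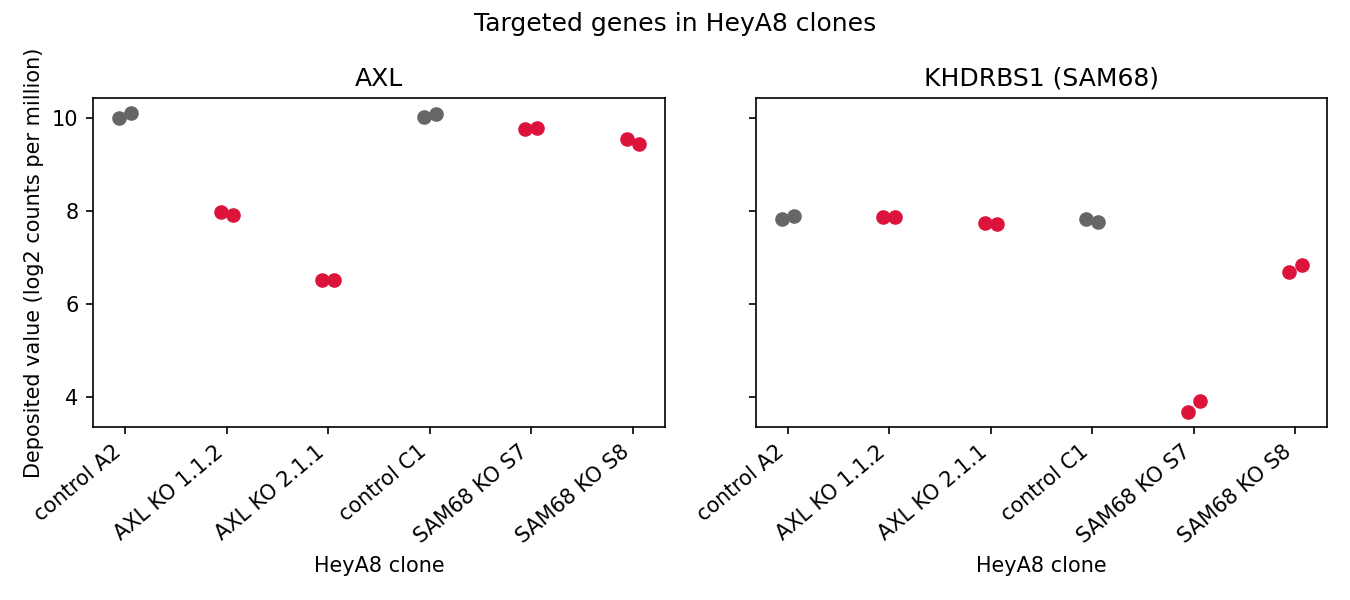
Deposited log2 CPM of AXL (left) and of KHDRBS1, the gene of SAM68 (right), in each HeyA8 clone, with 1 point per library, control clones in grey and knockout clones in red. AXL lies between 6.52 and 7.98 in the AXL KO libraries and at or above 9.44 in the libraries of the other clones, and KHDRBS1 is lower in S7 than in S8.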

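With the thresholds stated in the methods, a log2 fold change above 1.5 and an unadjusted p-value under 0.05 (limma), 13 genes were higher both in AXL KO than in A2 and in SAM68 KO than in C1. A cholesterol biosynthesis list of 22 genes, which includes ACAT2, HMGCS1, MVK, FDFT1, LSS and DHCR7, was compared with these genes against the background of all 11926 genes tested. None of the 22 genes was among the 13 (one-sided Fisher's exact test, p = 1). Random lists matched on mean expression held 0.0104 of the 13 genes on average, so a count of 0 was near certain without enrichment and, with so few genes, does not exclude it. When a fold change above 1.5 replaced the log2 fold change above 1.5, 100 genes were higher in both knockouts. Of these, 3 were in the list, namely FDPS, HSD17B7 and PMVK (one-sided Fisher's exact test, p = 0.000785). With an adjusted p-value under 0.05 and a log2 fold change above 0, 142 genes were higher in both knockouts. Of these, only PMVK was in the list (one-sided Fisher's exact test, p = 0.232).

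As a whole, the list had a median log2 fold change of 0.63 in SAM68 KO, with 20 of its 22 genes higher (camera adjusted p = 0.000116, limma). The libraries' list medians had a replicate SD of 0.19. The median was 0.83 in clone S7 and 0.57 in clone S8. With fry the adjusted p-value in SAM68 KO was 0.0818, against A2 in place of C1 the median was 0.46 (camera adjusted p = 0.0581, limma), and over the alternatives the adjusted p ranged from 1.82e-08 to 0.59. In AXL KO the median log2 fold change was 0.24, with 17 of 22 genes higher (camera adjusted p = 0.528, limma), which was within the replicate SD of 0.38. The AXL KO clones differed in direction. Against A2 the median was -0.39 in clone 1.1.2 (camera adjusted p = 0.0105, limma) and 0.79 in clone 2.1.1 (camera adjusted p = 0.000263, limma). The median in AXL KO was 0.03 without replicate 1 or without replicate 2 of clone 2.1.1, where the direction from camera was reversed (adjusted p = 0.863 and 0.892, limma), 0.46 without clone 1.1.2 replicate 1 and 0.41 without clone 1.1.2 replicate 2. Against C1 the camera adjusted p in AXL KO was 0.0314 (limma), within a range of 0.0314 to 1 over the alternatives for both clones together. The difference between the knockouts, tested as an interaction, had a median of -0.49 (camera adjusted p = 0.0327, limma; fry adjusted p = 0.224). This interaction also holds the difference between the control clones. Compared directly, AXL KO against SAM68 KO had a median of -0.33 (camera adjusted p = 0.0816, limma). The count of genes with an adjusted p-value under 0.05 was 2 in AXL KO and 5 in SAM68 KO when adjusted over the list alone, and 3 and 5 over all genes tested (limma).

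Among single genes, ACAT2 (chromosome 6, 159760328 to 159779055) had 6.43 ± 0.16 (SD, n = 4) log2 CPM in SAM68 KO and 4.67 ± 0.07 (SD, n = 2) in C1, a log2 fold change of 1.77 (standard error 0.29, adjusted p = 0.00292, limma). Against A2 its log2 fold change was -0.01. HMGCS1, FDFT1 and SREBF2 were higher by 1.33, 0.51 and 0.18 on the log2 scale in SAM68 KO, with adjusted p-values of 0.186, 0.43 and 0.794 (limma). In AXL KO the log2 fold change was 0.29 for FDFT1, 0.02 for HMGCS1, -0.03 for SREBF2 and -0.50 for ACAT2, with adjusted p-values from 0.253 for ACAT2 to 0.986 for HMGCS1 (limma). Without clone 1.1.2 replicate 1 the log2 fold change of SREBF2 in AXL KO was 0.22, and without clone 2.1.1 replicate 1 that of HMGCS1 was -0.35. The sign of ACAT2 changed against C1, where its log2 fold change was 1.28.

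**Figure D2:**
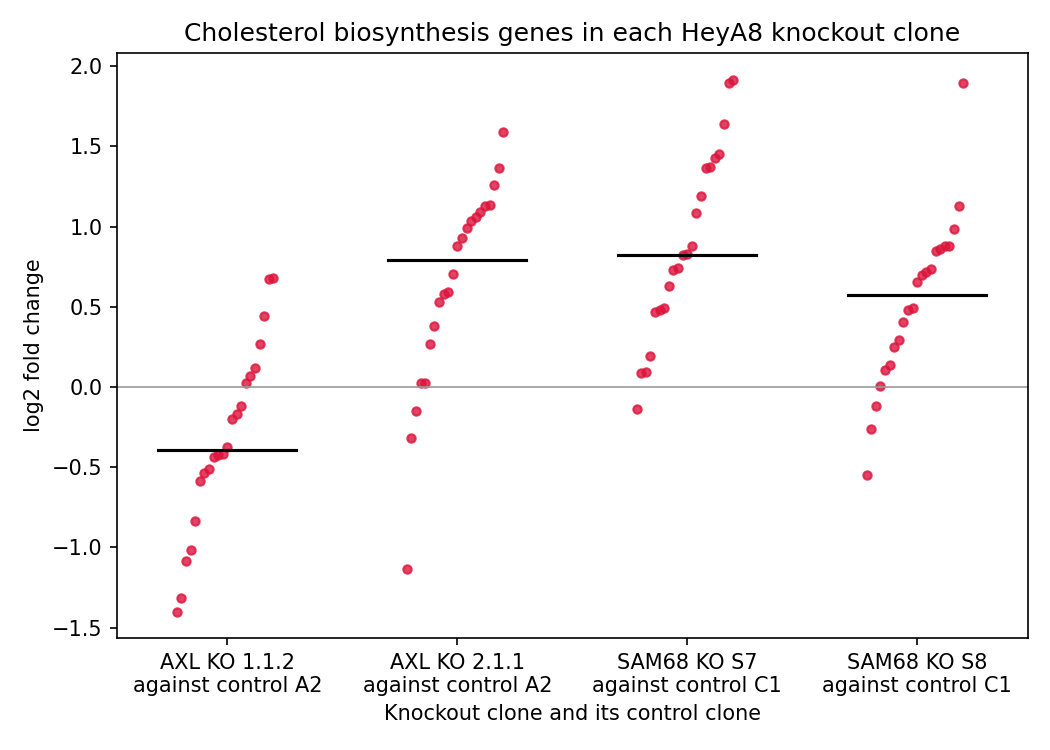
Log2 fold change of each of the 22 cholesterol biosynthesis genes in each HeyA8 knockout clone against its control clone, with 1 point per gene from the mean of 2 libraries per clone, sorted within a clone, and a bar at the median. The medians are -0.39 in AXL KO clone 1.1.2, 0.79 in AXL KO clone 2.1.1, 0.83 in S7 and 0.57 in S8.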

Pathway analysis^30,31^ revealed that ‘cholesterol biosynthesis’ was enriched in the 857 commonly up-regulated genes in both AXL and SAM68 deficient cells (Fig. 7a, b). This observation was also consistent with the transcriptomic analysis in the R428-treated SKOV3 cell line (Supplementary Fig. 5a, b). 

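In SKOV3 cells, 21 of the 22 cholesterol biosynthesis genes were higher with R428 than with DMSO, with a median log2 fold change of 1.72 (camera adjusted p = 2.11e-26, limma). This was larger than the replicate SD of 0.22, and the median stayed between 1.51 and 1.96 when each library was left out in turn. Over the alternatives the adjusted p-value ranged from 6.21e-27 to 0.408, the latter with the estimated correlation, and with fry it was 0.0816. Adjusted over the list alone, 17 of the 22 genes had an adjusted p-value under 0.05 (limma), and over all genes tested 0 did, with 17 having an unadjusted p-value under 0.05. ACAT2 had 8.82 ± 0.24 (SD, n = 2) log2 CPM with R428 and 6.11 ± 0.16 (SD, n = 2) with DMSO, a log2 fold change of 2.71 (standard error 0.19, adjusted p = 0.0821, limma). HMGCS1 (chromosome 5, 43289395 to 43313512) rose from 7.73 ± 0.16 to 9.46 ± 0.32 (SD, n = 2 each), and FDFT1 (chromosome 8, 11795573 to 11839309) rose from 7.51 ± 0.11 to 9.33 ± 0.18 (SD, n = 2 each). The log2 fold changes were 1.73 and 1.82, with adjusted p-values of 0.117 and 0.0932 (limma). SREBF2 (chromosome 22, 41833079 to 41907308), which encodes the transcription factor of the pathway, had a smaller log2 fold change of 0.69 (standard error 0.25, adjusted p = 0.559, limma). MVK and LSS, whose genes are also in the list, rose by 1.91 and 1.93 on the log2 scale, with adjusted p-values of 0.115 and 0.129 (limma). The paper states, as the title of Fig. 7, that AXL KO, SAM68 KO and AXL inhibition increase cholesterol biosynthesis.

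**Figure D3:**
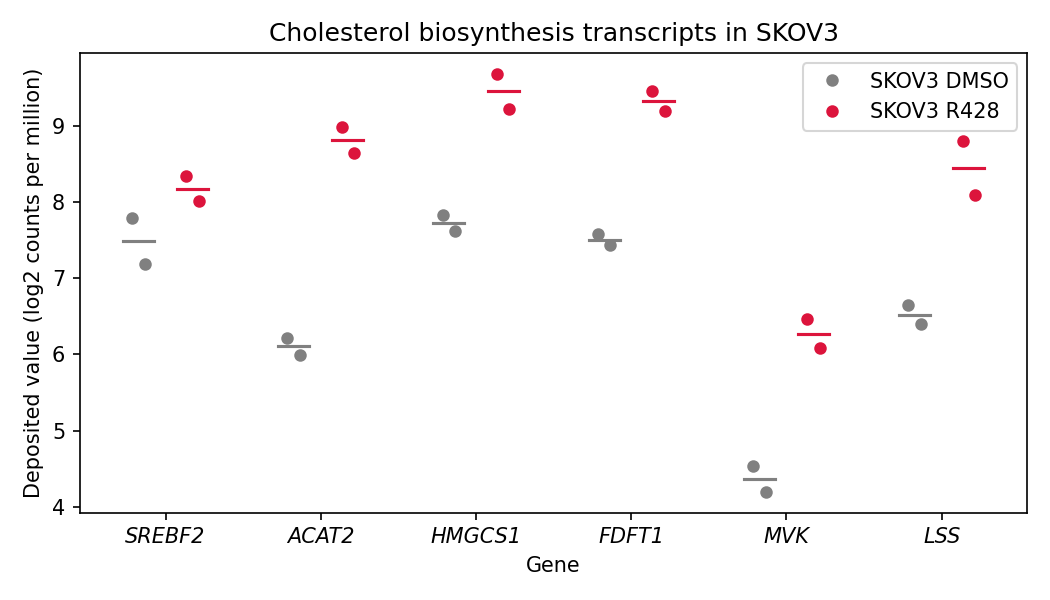
Deposited log2 CPM of SREBF2 and 5 genes of the cholesterol biosynthesis list in SKOV3 cells treated with DMSO (grey) or R428 (red) for 24 h, with 1 point per library and a bar at the mean of 2 libraries. For each of these genes both R428-treated libraries lie above both DMSO-treated libraries.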

Genes related to the cholesterol biosynthesis pathway (*SREBF2*, *ACAT2*, *HMGCS1*, *HMGCR*, *FDFT1*) were validated, and their gene expression levels were upregulated upon AXL inhibition in both SKOV3 and HeyA8 (Fig. 7c, d) as well as AXL and SAM68 deficient cells (Supplementary Fig. 5c, d). The time- and dose-dependent changes of these cholesterol biosynthesis genes upon AXL inhibition (Supplementary Fig. 5e–h) further revealed the dynamic regulation where their expression peaked at 24 h after R428 treatment in both SKOV3 and HeyA8. A similar trend was also observed in protein expression upon AXL inhibition (Fig. 7f, Supplementary Fig. 5i). To assess if these findings were context-specific, transcriptomic analysis was also performed in an NSCLC cell line A549 and a normal human mammary epithelial line MCF10a. Increased expression of cholesterol biosynthesis genes were observed in A549 (Supplementary Fig. 5j–l) upon AXL inhibition, but not in MCF10a (Supplementary Fig. 5m, n). This indicated that the upregulation of cholesterol biosynthesis genes upon AXL inhibition might not be specific to OC and might not occur in normal cells. Further validation of the expression changes of these cholesterol biosynthesis genes upon combination treatment with AXL and ATR inhibitors was also conducted in SKOV3. Upregulation of cholesterol biosynthesis genes was also observed in mono-treatment of the ATR inhibitor and in combination treatment (Supplementary Fig. 5o).

**Fig. 7:**
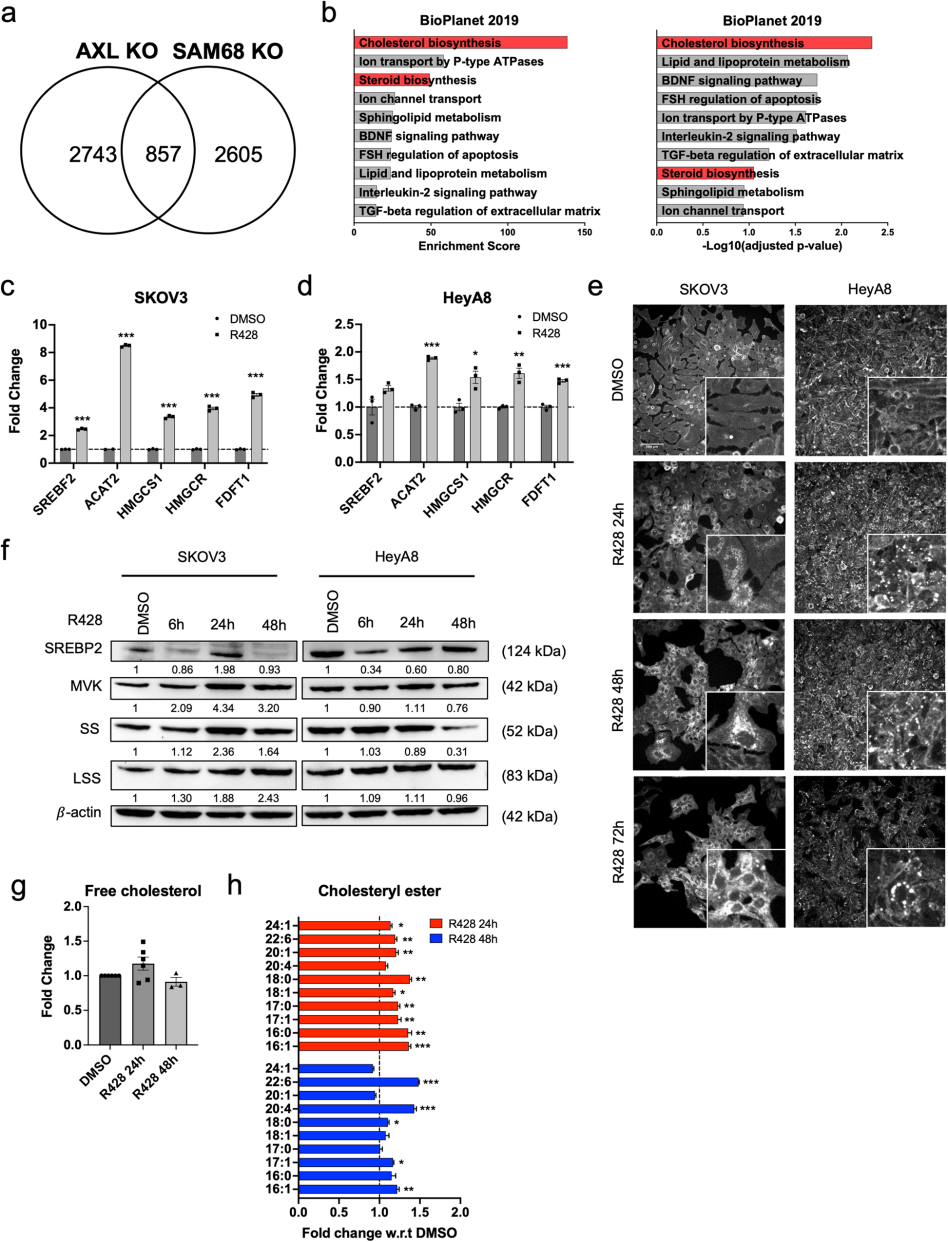
AXL KO, SAM68 KO and AXL inhibition increase cholesterol biosynthesis. **a** Venn diagram depicting the number of genes upregulated in HeyA8 AXL KO and SAM68 KO cell lines and their common genes upregulated. **b** Top 10 upregulated pathways of common differentially expressed genes in AXL KO and SAM68 KO cell lines. Red indicates candidate pathways chosen for validation. **c** Relative fold change in expression of cholesterol biosynthesis genes in SKOV3 and **d** HeyA8; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with Welch’s correction. **e** Filipin III staining in SKOV3 and HeyA8. **f** Immunoblot of cholesterol biosynthesis protein expression levels peaking at 24 h upon AXL inhibition in SKOV3 and HeyA8. The numbers below blots reflect protein band intensity normalised against DMSO. **g** Quantification of free cholesterol levels and **h** cholesteryl esters levels upon treatment with AXL inhibition using LC–MS; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with Welch’s correction.

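For the comparison drawn in Fig. 7a, 329 genes passed the stated thresholds as higher in AXL KO and 134 as higher in SAM68 KO, among 11926 genes tested with limma. Of these, 316 were higher in AXL KO only and 121 in SAM68 KO only. The overlap of 13 genes compares with 3.7 genes that independent sets of these sizes would share. ARHGAP30 and GREM1 were in the overlap. The overlap was 5 genes when each gene needed at least 10 counts in every library, against 0.64 that independent sets would share. It was 6 genes when each knockout clone had to pass alone, against 1.6 that independent sets would share. With the controls swapped it was 9 genes, against 7.7 that independent sets would share. Counting every gene with an adjusted p-value under 0.05 and a log2 fold change above 0 gave 142 genes in both knockouts, against 118 that independent sets would share. With a fold change above 1.5 and an unadjusted p-value, independent sets would share 116 genes, more than the overlap at those thresholds. A setting chosen after the values were seen gave 875 genes in both, 2740 in AXL KO only and 2608 in SAM68 KO only. It took each clone as its own group, an unadjusted p-value under 0.05 and a log2 fold change above 0. At that setting independent sets would share 1056 genes. Across all genes the log2 fold changes of AXL KO and SAM68 KO had a Pearson correlation of -0.20, where genes are not independent replicates.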

To determine if cholesterol levels would correlate with the differential regulation of cholesterol biosynthesis pathway genes, cell lines were stained with filipin III^32^. Filipin III staining mainly localised at the cell membrane in DMSO-treated cells, while upon AXL inhibition, filipin III staining mainly localised in the cytoplasm and in the perinuclear region (Fig. 7e, Supplementary Fig. 5p). This observation was still present 72 h post R428 treatment, suggesting the presence of cholesterol even after downregulation of cholesterol biosynthesis genes. Total intracellular cholesterol quantified also showed a sustained increase 72 h post R428 treatment (Supplementary Fig. 5q–s). Consistent with the transcriptomic data (Supplementary Fig. 5m, n), upregulation of cholesterol was not observed upon AXL inhibition in MCF10a (Supplementary Fig. 5p, t). To further confirm this observation, liquid chromatography–mass spectrometry (LC–MS) was also performed in R428-treated SKOV3 where both free cholesterol and cholesteryl esters (CEs) were identified (Fig. 7g, h). A slight increase in free cholesterol while a significant increase in CEs was detected upon AXL inhibition. This observation was also further validated using Amplex™ Red Cholesterol Assay Kit (Supplementary Fig. 5u).

### Cholesterol accumulation aids in cell survival by countering DNA damage

As AXL inhibition increased cholesterol biosynthesis, the functional effects elicited by cholesterol were further investigated. Proliferation assays revealed that the supplementation of cholesterol at varying concentrations (1, 5 and 10 µg/ml) attenuated the decrease in proliferation caused by AXL inhibition in a dose-dependent manner (Fig. 8a and Supplementary Fig. 6a). Total intracellular cholesterol levels were also quantified to ensure that cholesterol was being taken up by the cells (Supplementary Fig. 6b). This suggested that the increase in cholesterol biosynthesis upon AXL inhibition may be a survival mechanism that counteracts AXL inhibition.

**Fig. 8:**
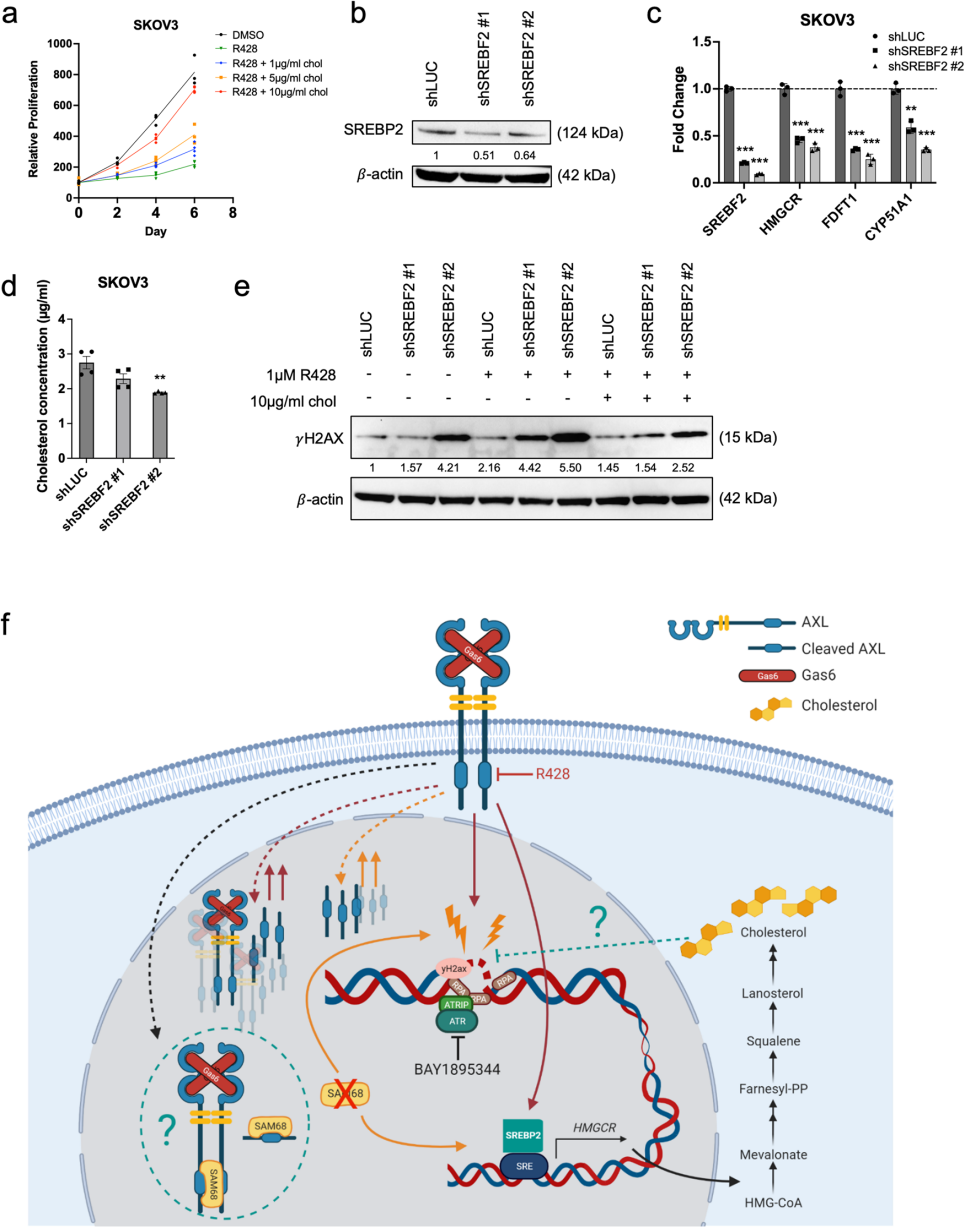
Increased cholesterol mitigates DNA damage induced by AXL inhibition. **a** Proliferation curve of SKOV3 treated with R428 supplemented with cholesterol. **b** SREBF2 knockdown in SKOV3 (shSREBF2). **c** Relative expression levels of cholesterol biosynthesis genes in shSREBF2 cell lines. **d** Quantification of total cholesterol in shSREBF2 cell lines; *p < 0.05, **p < 0.01, ***p < 0.001, determined by two-tailed *t*-test with Welch’s correction. **e** Immunoblot of shSREBF2 cell lines treated with R428 with or without supplementation of cholesterol for 3 days. Numbers below blots reflect protein band intensity normalised against shLUC; Chol cholesterol. **f** Working model illustrating the role of AXL in DNA damage and DDR, and the associated therapeutic vulnerabilities. Red continuous lines indicate the mechanism of AXL inhibition.; Red dotted lines indicate an unknown mechanism upon AXL inhibition. Orange continuous lines denote phenotype upon loss of SAM68. Orange dotted lines indicate an unknown mechanism upon loss of SAM68. Green dotted line indicates an unknown mechanism. The image was generated using BioRender.

It is therefore plausible that cholesterol may prevent or decrease DNA damage induced by AXL inhibition. We further investigated if the addition of cholesterol was able to limit the DNA damage burden caused by AXL inhibition. Consistently, treatment with an AXL inhibitor showed an increase in γH2AX accompanied by a significant increase in pADPr (Supplementary Fig. 6c). Upon the supplementation of cholesterol, a slight decrease in γH2AX and pADPr indicated the reduction of DNA damage (Supplementary Fig. 6c). Similarly, validation on HeyA8 AXL KO and SAM68 KO cell lines also showed a slight decrease in γH2AX expression upon cholesterol supplementation (Supplementary Fig. 6d, e).

Since supplementation of cholesterol reduces DNA damage induced by AXL inhibition and the loss of AXL or SAM68, upregulation of the cholesterol biosynthesis pathway might be a protective mechanism against increased DNA damage. We thus test whether the inhibition of cholesterol biosynthesis would prevent the increase in cholesterol upon AXL inhibition and potentiate DNA damage. Upon knocking down SREBF2 (Fig. 8b), downregulation of downstream cholesterol biosynthesis genes (Fig. 8c) together with lower intracellular cholesterol levels was observed (Fig. 8d). This decrease in cholesterol levels correlated with the elevated levels of γH2AX expression in shSREBF2 cell lines (Fig. 8e), which was further enhanced with AXL inhibition (~30% increase) (Fig. 8e). Importantly, supplementation of cholesterol delayed the increase in γH2AX expression induced by AXL inhibition, albeit not to the levels of DMSO. These findings were further validated by knocking down the downstream gene of *SREBF2*, *HMGCR* (Supplementary Fig. 6f–i).

## Discussion

Recent studies have unravelled the multi-faceted roles of AXL in tumorigenesis^33,34^. The role of AXL in DNA damage and DDR has been gradually coming to light^35,36^. By using OC as the disease model, we further expanded the understanding of the functional and therapeutic consequences in DDR upon AXL inhibition (Fig. 7f). Upon AXL inhibition, cell proliferation was decreased with G_2_/M phase cell cycle arrest in response to DNA damage with the increase in γH2AX, elevated levels of pRPA32 and classic DDR markers such as CHK1. Activation of ATR-CHK1 at stalled replication forks is known to lead to G_2_/M phase cell cycle arrest^37,38^. The data collectively suggested that AXL inhibition induced DNA damage possibly through perturbations of cell cycle progression causing replication stress^17,18,35^. Although our observations were in line with previous reports^13,16,36^, an increase in γH2AX expression and DDR expression upon AXL inhibition was not evident in melanoma cell lines^39^. Conversely, the downregulation of DDR markers was reported in multiple cancers^16,39^. This suggested that the role of AXL in DNA damage repair might be context-dependent.

We also highlighted the potential of targeting the DDR pathway as an avenue for cancer treatment in AXL-overexpressing cancers. Pharmacological inhibition of AXL-induced DNA damage through replication stress and subsequent activation of DDR, contributing to lethality. The co-inhibition of DDR and AXL signalling created an additive effect in increasing DNA damage to further trigger apoptosis and ultimately improve treatment efficacy. The combination treatment of the AXL inhibitor R428 with ATR inhibitors exacerbated DNA damage compared to single agent treatments. In addition, a combination of AXL and PARP1 inhibitors was able to improve the therapeutic index of *BRCA1/2* mutant OC cell lines, presenting important clinical relevance as approximately 40-50% of OC patients have mutations in either *BRCA1/2* genes or genes that play a role in HR^40,41^. Our study was in agreement with previous findings showing a positive effect of AXL inhibition in combination with DDR inhibitors in multiple cancers^36,39,42^. AXL inhibition was also reported to induce HR deficiency, leading to synergistic effects when combined with PARP1 inhibition in high AXL-expressing TNBC, NSCLC and HNSCC cell lines^16^. Therefore, this relationship between AXL and DDR can be exploited to improve the therapeutic index, paving the way to the rational use of AXL and DDR inhibitors in combination therapy.

Through SILAC Co-IP mass spectrometry, we discovered a novel AXL nuclear binding partner SAM68. The interaction of AXL and SAM68 existed exclusively in the nucleus. We found the loss of either AXL or SAM68 increased DNA damage and elicited similar DDRs. It thus seemed that AXL’s function against DNA damage might be independent of SAM68. However, loss of SAM68 could further enhance sensitivity toward the combination treatment of AXL and ATR inhibition, demonstrating the additive effects of targeting multiple DNA damage or DDR pathways.

Findings on AXL cleavage and nuclear abundance in our OC cell lines were also consistent with previous reports showing proteolytic cleavage of AXL and nuclear translocation of cleaved AXL across a variety of cancer cell lines^24^. This is unsurprising as translocation of RTKs into the nucleus has been widely reported^43^. Interestingly, we observed increased nuclear abundance of full-length and cleaved AXL upon AXL inhibition. While the reason for the translocation of different AXL forms is unclear, it is plausible that there are differential roles between full-length and cleaved AXL in the nucleus. We also found that the loss of SAM68 further enhanced the nuclear abundance of cleaved AXL. The data suggested that the loss of SAM68 and AXL inhibition caused similar effects in increasing AXL cleavage and nuclear abundance of AXL, which could be a contributing factor to the increased sensitivity to the combination treatment of AXL and ATR inhibition in SAM68-deficient cell line. As the biological function of AXL-SAM68 interaction remains to be elucidated, we speculated that nuclear AXL-SAM68 interaction could be important in R-loop-associated DNA damage as SAM68 have RNA-/DNA-binding ability, or that the RNA-binding activity of SAM68 could be regulated by AXL^27,28,44^.

In addition to AXL and SAM68’s independent roles in DNA damage or DDR, we found that loss of either protein resulted in increased cholesterol biosynthesis with elevated cholesterol and CE levels. We showed that supplementation of cholesterol in R428-treated OC cell lines could aid in cell survival. Under physiological conditions, cholesterol accumulation is cytotoxic when cholesterol homoeostasis is dysregulated^45^. However, cancer cells exploit this and often upregulate enzymes involved in cholesterol biosynthesis to meet the demand of increased cholesterol for membrane biosynthesis and other functional needs^46–52^. Moreover, the accumulation of CEs serves as reservoirs that cancer cells can access when cholesterol is in demand^53–55^. Several studies have reported a link between cholesterol and DNA damage with inhibition of cholesterol biosynthesis suppressing DDR molecules, thus attenuating DNA repair^56–59^. In our study, suppressing cholesterol biosynthesis using short-hairpin knockdown systems to deplete the key cholesterol biosynthesis genes increased DNA damage. Supplementation of cholesterol in these cholesterol biosynthesis deficient cell lines decreased AXL inhibition-induced DNA damage, suggesting a possible role of cholesterol in mitigating DNA damage. Non-human primate studies reported that a high cholesterol diet increased cell proliferation^58^ and decreased DNA damage in the heart^57^, indicating that cholesterol might be acting as an in vivo antioxidant, providing a protective effect against DNA damage. Moreover, in vitro works have also shown that derivatives of cholesterol such as bile acids and oxidised cholesterol can inhibit DNA breakage^60^. Although these studies are beyond the context of cancer, they nonetheless support the proposed protective role of cholesterol against DNA damage. Increased cholesterol could also protect cells against DNA damage through cholesterol-mediated drug efflux^61^ or through modulating signalling pathways^62^. As the protective role of cholesterol against DNA damage is not widely investigated, elucidating the mechanism of how cholesterol may limit DNA damage is essential. With cholesterol appearing to be important in preventing DNA damage and aiding in cell survival, potential combination treatment with inhibitors of the cholesterol biosynthesis pathway can be exploited to better improve current therapeutic treatments.

## Methods

### Cell lines and culture conditions

All media and supplements were purchased from Gibco unless otherwise stated. OC cell line SKOV3, OVCA429, CH1 and NSCLC cell line H1299 and A549 were maintained using Dulbecco’s Modified Eagle Medium (DMEM) media supplemented with 10% (v/v) foetal bovine serum (FBS). OC cell lines HeyA8, PEO1, OVTOKO and RMG5 were maintained using Roswell Park Memorial Institute 1640 media (RPMI) supplemented with 10% (v/v) FBS. Penicillin–streptomycin, l-glutamine and sodium pyruvate were supplemented where necessary. All cells were grown in a humidified incubator at 37 °C with 5% CO_2_ and sub-cultured when 80 - 90% confluence was reached using 0.25% trypsin in 1 mM EDTA pH 7.4.

### Antibodies

Primary antibodies used were anti-AXL (CS8661; C44E1), anti-ATM (92356 S), anti-pATM (13050S), anti-ATR (13934 S), anti-pATR (58014S), anti-CHK1 (2360S), anti-pCHK1 (2348S), anti-CHK2 (6334S) and anti-pCHK2 (2197S) from Cell signalling; anti-SAM68 (07-415) and anti-γH2AX (3BW301) from Millipore; antiRPA2 [p Ser33] (NB100-544) from Novus Biologicals; anti-SAM68 (ab76471), anti-SREBP2 (30682), anti-HMGCR (242315) from Abcam; anti-squalene synthase (sc-271602), anti-MVK (sc-390669), anti-OSC (sc-514507), anti-pADPr (sc-56198), anti-GAPDH (sc-47724), anti-ß-actin (sc-47778) from Santa Cruz. Secondary antibodies used were HRP-conjugated goat anti-mouse and goat anti-rabbit from Cell signalling. All primary antibody dilutions were at 1:1,000. Secondary antibody dilutions were at 1:5000.

### Chemicals

All compounds were reconstituted to 10 mM stock using DMSO (Sigma Aldrich) and stored at −20 °C. AXL inhibitor R428 (BGB324) (#S2841), ATR inhibitor BAY1895344 (#S8666), ATR inhibitor VE-821 (#S8007), PARP1 inhibitor Olaparib (#S1060), PARP1 inhibitor Niraparib (#S2741) were purchased from Selleckchem.

### shRNA knockdown, sgRNA CRISPR–Cas9 mediated KO and lentiviral transduction

shRNA and sgRNA sequences were obtained from the broad institute genetic perturbation platform (Supplementary Tables 1, 2). shRNA was cloned into pLKO.1 lentiviral plasmid, which was a gift from Bob Weinberg (Addgene plasmid #8453; http://n2t.net/addgene:8453; RRID: Addgene_8453), while sgRNA were cloned into the lentiCRISPR v2 lentiviral plasmid which was a gift from Feng Zhang (Addgene plasmid #52961; http://n2t.net/addgene:52961; RRID: Addgene_52961). SKOV3 and HeyA8 were infected with pLKO.1 and/or lentiCRISPR v2 lentiviral plasmid and selected using puromycin (1 µg/ml) or sorted for GFP expression. Single clones were generated for CRISPR KO lines.

### Cell fractionation

Cell fractionation was carried out using PARIS™ Kit (Thermo Fisher Scientific). Briefly, cells were scraped and washed with PBS. Cell pellets were lysed using ice-cold cell fractionation buffer and incubated for 10 min. Cytoplasmic fractionation was obtained by pelleting nuclear fraction at 500×*g*. Nuclear fraction pellet was lysed using a cell disruption buffer for 10 min. Both fractions were clarified at 13,500 rpm for 15 min at 4 °C

### Co-Immunoprecipitation (Co-IP)

Cells were lysed in ice-cold co-immunoprecipitation lysis buffer containing 10 mM Tris-HCL (pH7.5), 150 mM NaCl, 0.5% NP40, 0.25% Sodium deoxycholate, 0.5 mM EDTA (pH8.0) supplemented with 100X protease and phosphatase inhibitor (Thermo Fisher Scientific), 50 units/mL benzonase (Millipore) and 2 mM MgCl_2_ for 45 min at 4 °C. Supernatants were obtained by pelleting cell debris at 13,500 rpm for 15 min at 4 °C. Totally, 500 µg of protein was incubated with 1 µg of antibody and rotated at 4 °C overnight. Following, samples were incubated with 1% (v/v) bovine serum albumin (BSA) (Sigma Aldrich) blocked Pierce™ Protein A/G Agarose (25 L packed bead volume) (Thermo Fisher Scientific) for 45 min at 4 °C. Beads were washed with a co-immunoprecipitation buffer and bound proteins were released by boiling in a 2× gel loading buffer.

### Immunoblotting

Cells were lysed in RIPA lysis and extraction buffer (Thermo Fisher Scientific) supplemented with 100× protease and phosphatase inhibitor (Thermo Fisher Scientific) and sonicated. Samples were resolved using 4–12% SDS-polyacrylamide gel electrophoresis (SDS-PAGE) (Invitrogen) and transferred onto polyvinylidene fluoride (PVDF) membrane (Bio-Rad) using Trans-Blot Turbo Transfer System (Bio-Rad) at a constant voltage. The membrane was blocked using either 5% (v/v) BSA in Tris-buffered saline with 0.1% Tween-20 (TBST) or 5% Blotting Grade Blocker Non-Fat Dry Milk (Bio-Rad) prior to incubation with antibodies of interest. Proteins were visualised using SuperSignal® West Dura Extended Duration Substrate (Thermo Fisher Scientific) and imaged using ChemiDoc MP Imaging System (Bio-Rad).

### IF staining

Cell lines were grown on coverslips, fixed with 4% paraformaldehyde (PFA) and blocked in 5% BSA with 0.1% Triton-X-100. Samples were incubated with primary antibody overnight and subsequently with Alexa Fluor 594 donkey anti-mouse (A21203) or/and Alexa Fluor 647 goat anti-rabbit (A21245) (Life Technologies). Coverslips were mounted using Glycergel mounting medium, visualised using a Leica light sheet microscope (Leica Microsystems), and analysed using ImageJ. Corrected total cell fluorescence (CTCF) was calculated based on the following formula: CTCF = Cell area × cell mean fluorescence − (area of selected cell × mean fluorescence of background readings). Cholesterol was stained using 50 µg/ml filipin III (Sigma-Aldrich) for 1 h and counterstained with propidium iodide.

### Flow cytometry/Edu-labelling

Cells were treated accordingly and EdU labelling was carried out using Click-iT™ EdU Alexa Fluor™ 647 flow cytometry assay kit as per written in the manufacturer’s protocol (Thermo Fisher Scientific). Cells were then analysed using LSRII Cell Analyser (BD). Results were analysed with FlowJo v10.

### Dose–response curve/drug treatment

Dose–response curve of the AXL inhibitor (R428) was carried out using varying concentrations for 72 h with DMSO as a negative control. Cell viability was quantified using the CellTiter-Glo Luminescent Cell Viability Assay system (Promega) and plotted using GraphPad Prism and IC_50_ was calculated. For combination treatment with AXL inhibitor, a fixed IC_20_ of AXL inhibitor with varying concentrations of selected inhibitor was used.

### Drug combination and dose reduction index analysis

CI was calculated using the Chou–Talalay equation^21^, (CI) = (D)1/(Dx)1 + (D)2/(Dx)2 where (Dx)1 and (Dx)2 represents each drug alone exerting x% inhibition, while (D)1 and (D)2 were concentrations of drugs in combination to elicit the same effect. CI < 1 indicates synergism; CI = 1 indicates an additive effect; and CI > 1 indicates antagonism. The dose-reduction index (DRI) measures the extent or folds of dose reduction when in a combination, at a given effect of inhibition, compared to each drug alone. (DRI) = (Dx)1/(D)1. CI and DRI plots were plotted against Fa, the fraction of cells affected cells or cells killed.

### Cell proliferation assay

Cells were seeded onto a 96-well Greiner flat-bottomed white plate. The growth rate was quantified in 48 h intervals by measuring ATP levels using CellTiter-Glo Luminescent Cell Viability Assay (Promega) over a duration of 7 days. The proliferation curve was plotted with GraphPad Prism.

### RNA extraction, reverse transcription and quantitative polymerase chain reaction

RNA extraction was done using TRIzol® Reagent (#15596026), chloroform and RNeasy Mini Kit (Qiagen). Reverse transcription was carried out using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Following, qPCR was performed using BlitzAmp qPCR system (MiRXES). All reactions were carried out according to the manufacturer’s instructions. The cDNA was diluted to 100 ng before use. mRNA levels were measured with gene-specific primers as listed in Supplementary Table 3 and reactions were carried out using QuantStudio^TM^ 5 Real-Time PCR System (Applied Biosystems). Samples were assayed in triplicates with GAPDH as the internal normalisation controls. Relative mRNA expression was determined using the ΔΔCT method.

### RNA sequencing

Total RNA was extracted, and RNA integrity and concentration were assessed on 2100 Bioanalyzer Instrument (Agilent). Library preparation was performed using TruSeq RNA Library Prep Kit (Illumina) and sequencing was performed on the Illumina HiSeq 4000 System. Relative gene expression changes were filtered based on log2 fold-change >/< 1.5 with a *p*-value < 0.05.

### Chick CAM model

Specific pathogen-free fertilised chicken eggs were purchased from JD-SPF Biotech Co. Ltd., washed, and incubated at 37.5 °C with 70% humidity on embryonic day 0 (ED0). Preparation of the CAM was operated within a biosafety cabinet. A small hole was pierced through the apex of the shell using an 18-gauge needle, and 3–4 ml albumin was removed on ED3. A 1.5 cm^2^ window of the shell was removed to expose the CAM. The window was then covered and sealed with a 3 M™ Tegaderm™ transparent film. On ED7, 0.75 × 10^6^ SKOV3 cells suspended in 50 µl Matrigel (#354234, Corning) were engrafted into the blood vessel area of CAM. The targeted area of the vessel was gently bruised using a glass rod before inoculation. IC_50_ concentrations of R428, BAY1895344, or a combination of both were administered using a piece of filter paper on ED12 and ED13. Tumour volume was measured using ultrasound (FUJIFILM Sonosite SII using HSL25x transducer) on ED11 and ED14. All CAM experiments were performed in accordance with relevant guidelines and regulations and approved by National Taiwan University.

### Stable isotope labelling by amino acids in cell culture (SILAC) nuclear co-immunoprecipitation (Co-IP) mass spectrometry analysis

For SILAC labelling, cells were incubated in DMEM or RPMI (-Arg, -Lys) medium containing 10% dialysed FBS supplemented with 42 mg/l ^13^C_6_^15^N_4_ l-arginine and 73 mg/l ^13^C_6_^15^N_2_ l-lysine (Cambridge Isotope) for DMEM, 84 mg/l ^13^C_6_^15^N_4_ l-arginine and 50 mg/l ^13^C_6_^15^N_2_ l-lysine (Cambridge Isotope) or the corresponding non-labelled amino acids, respectively. Successful SILAC incorporation was verified by in-gel trypsin digestion and MS analysis of heavy input samples to ensure an incorporation rate of >98%.

### SILAC mass spectrometry analysis

Labelled cell lines were fractionated to obtain the nuclear fraction and Co-IP was performed prior to mass spectrometry analysis. Samples were boiled at 95 °C prior to separation on a 12% NuPAGE Bis–Tris precast gel (Thermo Fisher Scientific) for 10 min at 170 V in 1× MOPS buffer, followed by gel fixation using the Colloidal Blue Staining Kit (Thermo Fisher Scientific). For in-gel digestion, samples were destained in destaining buffer (25 mM ammonium bicarbonate; 50% ethanol), reduced in 10 mM DTT for 1 h at 56 °C followed by alkylation with 55 mM iodoacetamide (Sigma) for 45 min in the dark. Tryptic digestion was performed in a 50 mM ammonium bicarbonate buffer with 2 μg trypsin (Promega) at 37 °C overnight. Peptides were desalted on StageTips and analysed by nanoflow liquid chromatography on an EASY-nLC 1200 system coupled to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Peptides were separated on a C18-reversed phase column (25 cm long, 75 μm inner diameter) packed in-house with ReproSil-Pur C18-AQ 1.9 μm resin (Dr Maisch). The column was mounted on an Easy Flex Nano Source and temperature controlled by a column oven (Sonation) at 40 °C. A 105-min gradient from 2 to 40% acetonitrile in 0.5% formic acid at a flow of 225 nl/min was used. The spray voltage was set to 2.2 kV. The Q Exactive HF was operated with a TOP20 MS/MS spectra acquisition method per MS full scan. MS scans were conducted with 60,000 at a maximum injection time of 20 ms and MS/MS scans with 15,000 resolution at a maximum injection time of 50 ms. The raw files were processed with MaxQuant^63^ version 1.5.2.8 and searched against the human Uniprot database (95,934 entries) with preset standard settings for SILAC-labelled samples and the re-quantify option was activated. Carbamidomethylation was set as fixed modification while methionine oxidation and protein N-acetylation were considered variable modifications. Search results were filtered with a false discovery rate of 0.01. Known contaminants, protein groups only identified by site, and reverse hits of the MaxQuant results were removed and only proteins were kept that were quantified by SILAC ratios in both ‘forward’ and ‘reverse’ samples.

### Cholesterol-related LC–MS analyses

The following reagents and materials were purchased from the indicated sources: Methanol, isopropanol and ammonium formate, Fisher Chemical; Ultra-high quality water from an Atrium® Pro lab water system, Sartorius; Tricine, acetonitrile and chloroform, Merck; Formic acid and ammonia solution (25%), VWR Chemical.

### Sample preparation for cholesterol-related analyses

Cells were quenched using ice-cold 150 mM NaCl, collected using a cell scraper and pelleted down. Double lipid extraction was performed for the detection of cholesterol and CE. Briefly, methanol, chloroform and 3.8 mM tricine solution (approximately 1:1:0.5 vol/vol) was used to separate polar metabolites (aqueous fraction) from lipid species (organic fraction). Lipid metabolites in the lipid layer were collected and re-extracted by the addition of chloroform. Lipid layers collected were pooled together and purged with nitrogen gas before storing prior to mass spectrometry run. The whole extraction process was done either on ice or under 4 °C conditions.

### LC–MS profiling of cholesterol

The lipid extracts were analysed in triplicate using LC–MS analysis of cholesterol was performed using an ACQUITY ultra-performance liquid chromatography (UPLC) system (Waters) interfaced with a high-resolution triple-quadrupole time-of-flight mass spectrometer (TripleTOF®6600, SCIEX) equipped with an electrospray ionisation (ESI) source, in the positive mode. To ensure mass accuracy of the system throughout the batch acquisition, a calibrant delivery system (CDS) was used to introduce a calibration solution for automated mass calibration of the mass spectrometer. The calibration compound was Reserpine (m/z 609.28066) for positive mode. The MS acquisition parameters were optimised and set accordingly: ion spray voltage 5500 V, nebuliser gases (GS1 and GS2) 50 psi, curtain gas (CUR) 40 psi, source temperature (TEM) 450 °C, declustering potential (DP) 80 V and collision energy spread (CES) 20 V. Liquid chromatography separation was conducted using an Acquity CSH (C18) column (2.1 mm × 50.0 mm, 1.7 µm, Waters) in gradient elution mode at a flow rate of 0.1 mL/min. The composition of the LC mobile phase is as follows – solvent A comprises methanol: water mixture (4:1) with 5 mM ammonium formate, while solvent B comprises methanol with 5 mM ammonium formate. Cholesterol was separated using the following gradient condition: 0–1 min at 1% B, ramping from 1 to 82.5% B for 1–10 mins, holding at 99% B from 10 to 15 min before equilibration at 1% B from 15–17.2 min. The injection volume of each sample was 2 µL.

### LC–MS profiling of CEs

The lipid extracts were analysed in triplicate using an ACQUITY UPLC system (Waters) in tandem with a SYNAPT G2-Si High Definition Mass Spectrometry (Waters,). A C18 UPLC column (Acquity UPLC CSH column, 1.0 × 50 mm, 1.7 μm, Waters) was used for separation and the mobile phase comprised of two solvents: ‘A’ comprising of acetonitrile, methanol and water (2:2:1) with 0.1% acetic acid (Merck) and 0.025% ammonia solution (VWR), and ‘B’ comprising of isopropanol (Thermo Fisher Scientific) with 0.1% acetic acid and 0.025% ammonia solution. The UPLC programme was performed as follows: the gradient was increased from 50% B to 95% B over 10 mins (flow rate of 0.1 mL/min) before B was further increased to 99% for a 5 min wash at a flow rate of 0.15 mL/min. The column was re-equilibrated for 2.2 min at 1% B (flow rate of 0.1 mL/min). The column temperature was maintained at 45 °C and eluent from the LC system was directed into the MS. Next, high-resolution mass spectrometry was performed in positive ESI mode with a mass range of 100–1800 m/z and a resolution of ≥10,000. Cone and desolvation gas flows were set at 40.0 and 600.0 (L/hour) respectively, with a desolvation temperature of 200 °C. The ESI capillary voltage was 2.0 kV for ionisation. Mass calibration was performed using sodium formate prior to the injection of the samples. Quality control (QC) samples consisting of equal aliquots of each sample were run at regular intervals during the batch LC–MS runs. The lipid extracts were dried under nitrogen gas and reconstituted with Solvent ‘B’ before LC–MS analysis. The injection volume of each sample was 2 µL.

### LC–MS data processing and analysis

The raw LC–MS data obtained from the lipid extracts were processed using an XCMS-based peak finding algorithm^64^. The QC samples were used to adjust for instrumental drift and total ion count normalisation was performed. Detected mass peaks were assigned putative metabolite identities by matching the respective masses (<10 ppm error) with the KEGG^65^ and Human Metabolome Database^66^. Subsequently, metabolite identities were confirmed based on mass spectral comparison with available metabolite standards or with online mass spectral libraries mzCloud.

### Statistical and reproducibility

All statistical analyses were performed using GraphPad Prism and data were presented as mean with standard error of the mean unless otherwise stated. Two-tailed unpaired student’s *t*-test with Welch’s correction was performed to compare differences between two individual groups. A *p*-value of less than 0.05 was defined to be statistically significant and is indicated as follows—ns not significant, *p < 0.05, **p < 0.01, ***p < 0.001. The *p*-value significance values are indicated in the relevant figures and figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

Editorial Policy Checklist

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials and Supplementary Data file. The data for RNA-seq are deposited in the GEO database (accession No. GSE233776). The SILAC mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^66^ partner repository with the dataset identifier PXD042572. The cholesterol metabolomics data have been deposited to the MetaboLights with the study identifier MTBLS7958. Uncropped and unedited blot images can be found in Supplementary Figs. 7–9. Other source data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: The effect of inhibition of receptor tyrosine kinase AXL on DNA damage response in ovarian cancer
**Source:** Commun Biol. 2023 Jun 22;6:660. doi: 10.1038/s42003-023-05045-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data

**Description:** All source data underlying the graphs and charts presented in the main figures.

# Supplementary material for: The effect of inhibition of receptor tyrosine kinase AXL on DNA damage response in ovarian cancer
**Source:** Commun Biol. 2023 Jun 22;6:660. doi: 10.1038/s42003-023-05045-0

## Editorial Policy Checklist

This form is used to ensure compliance with Nature Portfolio editorial policies related to research ethics and reproducibility. For further information, please see our [editorial policies](#) site. All relevant questions on the form must be answered.

### Competing interests

Policy information about [competing interests](#)

In the interest of transparency and to help readers form their own judgements of potential bias, Nature Portfolio journals require authors to declare any competing financial and/or non-financial interest in relation to the work described in the submitted manuscript.

#### Competing interests declaration

- ☒ We declare that none of the authors have competing financial or non-financial interests as defined by Nature Portfolio.
- ☐ We declare that one or more of the authors have a competing interest as defined by Nature Portfolio.

### Authorship

Policy information about [authorship](#)

Prior to submission all listed authors must agree to all manuscript contents, the author list and its order and the author contribution statements. Any changes to the author list after submission must be approved by all authors.

- ☒ We have read the Nature Portfolio Authorship Policy and confirm that this manuscript complies.

Large Language Models (LLMs), such as ChatGPT, do not currently satisfy our authorship criteria. Notably an attribution of authorship carries with it accountability for the work, which cannot be effectively applied to LLMs. Use of an LLM should be properly documented in the Methods section (and if a Methods section is not available, in a suitable alternative part) of the manuscript.

- ☒ We confirm that the author list of this manuscript does not include any Large Language Models (LLMs).

Policy information about Authorship: inclusion & ethics in global research

All authors are encouraged to provide an "Inclusion & Ethics" statement where relevant.

- ☒ We have provided an "Inclusion & Ethics" statement.

### Data availability

Policy information about [availability of data](#)

#### Data availability statement

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

- ☒ We have provided a full data availability statement in the manuscript.

#### Mandated accession codes ([where applicable](#))

Confirm that all relevant data are deposited into a public repository and that accession codes are provided.

- ☒ All relevant accession codes are provided ☐ Accession codes will be available before publication ☐ No data with mandated deposition

## Code availability

Policy information about [availability of computer code](#)

### Code availability statement

For all studies using custom code or mathematical algorithm that is deemed central to the conclusions, the manuscript must include a statement under the heading "Code availability" describing how readers can access the code, including any access restrictions. Code availability statements should be provided as a separate section after the data availability statement but before the References.

☒ We have provided a full code availability statement in the manuscript

## Data presentation

For all data presented in a plot, chart or other visual representation confirm that:

n/a | Confirmed

- ☐ ☒ Individual data points are shown when possible, and always for  $n \leq 10$
- ☒ ☐ The format shows data distribution clearly (e.g. dot plots, box-and-whisker plots)
- ☒ ☐ Box-plot elements are defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers)
- ☐ ☒ Clearly defined error bars are present and what they represent (SD, SE, CI) is noted

## Image integrity

Policy information about [image integrity](#)

☒ We have read Nature Portfolio's image integrity policy and all images comply.

Unprocessed data must be provided upon request. Please double-check figure assembly to ensure that all panels are accurate (e.g. all labels are correct, no inadvertent duplications have occurred during preparation, etc.).

Where blots and gels are presented, please take particular care to ensure that lanes have not been spliced together, that loading controls are run on the same blot, and that unprocessed scans match the corresponding figures.

## Additional policy considerations

Some types of research require additional policy disclosures. Please indicate whether each of these apply to your study. If you are not certain, please read the appropriate section before selecting a response.

Does not apply

Involved in the study

- ☒ ☐ Macromolecular structural data
- ☒ ☐ Unique biological materials
- ☐ ☒ Research animals and/or animal-derived materials that require ethical approval
- ☒ ☐ Human embryos, gametes and/or stem cells
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data
- ☒ ☐ Archaeological, geological, and palaeontological materials

## Research animals

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Ethical compliance

☒ We have complied with all relevant ethical regulations and include a statement affirming this in the manuscript.

### Ethics committee

☒ We have disclosed the name(s) of the board and institution that approved the study protocol in the manuscript.

I certify that all the above information is complete and correct.

Typed signature Yeo Xun Hui

Date Jun 9, 2023

This checklist template is licensed under a Creative Commons Attribution 4.0 International License, which permits use, sharing, adaptation, distribution and reproduction in any medium or format, as long as you give appropriate credit to the original author(s) and the source, provide a link to the Creative Commons license, and indicate if changes were made. The images or other third party material in this article are included in the article's Creative Commons license, unless indicated otherwise in a credit line to the material. If material is not included in the article's Creative Commons license and your intended use is not permitted by statutory regulation or exceeds the permitted use, you will need to obtain permission directly from the copyright holder. To view a copy of this license, visit <http://creativecommons.org/licenses/by/4.0/>

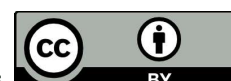

**Supplement:** Supplementary file 6 — Editorial Policy Checklist

How the deposited data were processed for this re-analysis (not part of the article)

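Gene expression was measured by RNA sequencing in 16 libraries, of which 4 came from SKOV3 cells treated with DMSO or R428 and 12 from clones of HeyA8 cells, with 2 libraries per condition. The authors prepared TruSeq RNA libraries, sequenced them on an Illumina HiSeq system and deposited 1 value per gene and library. The paper's text does not name the aligner, the counting tool, the genome build or the normalization. The deposited values are log2 CPM (counts scaled to the library size), with 0.5 added to each estimated count and a scaled library size as the divisor. This was read from the values, which after removal of that scale fall on steps of 0.01 counts. The files list 13212 genes for SKOV3, of which 58 had an estimated count of 0 in all libraries, and 11926 genes for HeyA8.

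The estimated counts recovered from these values summed to between 12018935 and 13929641 per SKOV3 library and between 8793573 and 11235995 per HeyA8 library. The 10 most abundant genes held between 5.23% and 6.11% of the counts in SKOV3 and between 6.61% and 8.47% in HeyA8. The chi-square per degree of freedom between the replicates of a condition was 36.8 and 42.3 in SKOV3 and between 1.72 and 11.1 in HeyA8. Counting error was thus smaller than the spread between replicates. In the main comparisons, a group at 3 or fewer estimated counts in every library was given a bound in place of a fold change. A value fitted at such counts against the other control clone is marked as fitted.

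The analysis plan had assumed counts. Since the deposited values are on a log2 scale, the comparisons were made with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on the values as deposited, and tests that need counts were not used. A log2(CPM + 1) scale and limma-voom weights on the estimated counts were added as alternatives after the values had been seen. Genes needed 10 counts at the median library size in at least 2 libraries, which kept 12560 genes in SKOV3 and all 11926 in HeyA8. R428-treated cells were compared with DMSO-treated cells. In HeyA8, a single fit held the control clones A2 and C1 and the AXL KO and SAM68 KO groups of 2 clones each, and AXL KO was compared with A2, SAM68 KO with C1, C1 with A2, and the effect of one knockout with that of the other. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05. Genes higher in both knockouts needed a log2 fold change above 1.5 and an unadjusted p-value under 0.05 in each, and the overlap with the cholesterol biosynthesis list was tested with a one-sided Fisher's exact test against all genes tested.

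The pathway databases used in the paper were not available, and 17 lists of genes were written by hand in their place. They cover cholesterol biosynthesis, SREBP2 regulators and uptake, SREBP1 fatty acid synthesis, LXR targets, S phase, G2/M phase, DNA replication, Aurora B signaling, the PLK1 pathway, tubulin folding, DNA repair, the lysosome, ATF4 targets, p53 targets, the interferon response, mesenchymal markers and epithelial markers. They were tested with camera at a preset inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The named genes are those whose transcripts or proteins the paper names, and in each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p-value under 0.05, at least 100 counts in every library of the higher group and no overlap between the groups. Results for some of the named genes are not reported here. Gene positions, GC content and transcript length were taken from GENCODE release 29 on GRCh38 by Ensembl identifier.

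On simulated data of the same sizes, 100% of 200 changed genes were recovered, with 6 false calls in SKOV3 and 5 in HeyA8. The simulated changes were large, with fitted medians of 1.50 and -1.48 on the log2 scale in SKOV3. Counts were drawn independently at a preset spread, without clone differences or deviations shared across genes. The recovery thus checks the computation and does not measure power in the real libraries, where no SKOV3 gene passed in the main fit. The alternatives covered scaling to the 75th percentile, the filter, the threshold, the choice of control clone, the grouping of clones, clone as a random block (statmod 1.5.0), the replicate number as a block, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9. Experiments on A549 and MCF10a cells, the quantitative PCR and the R428-treated HeyA8 cells are not among the 16 libraries analysed and were left out.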

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

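The tests of GC content and transcript length for the ATF4 and lysosome lists were chosen before their results were seen, and the other tests below only after the result was seen.

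In AXL KO, 1 of the 4 ERG values lay apart from the others, with a gap of 0.915 of the group's range. Of 78 groups of this size, 1 had such a value, fewer than the 1 in 20 that chance gives. The highest AXL KO library held 1 estimated count of ERG and the others 0. The gap is consistent with counting noise near a count of 0, and no biological explanation was tested.

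The effects of AXL KO and SAM68 KO differed for 10 of the 17 gene lists when the difference itself was tested (camera adjusted p, limma). The adjusted p was 2.1e-06 for S phase, 1.41e-07 for G2/M phase, 2.67e-06 for DNA replication, 6.02e-05 for Aurora B signaling, 0.000792 for the PLK1 pathway, 0.0244 for tubulin folding, 0.000398 for DNA repair and 0.0327 for cholesterol biosynthesis, all lower in AXL KO relative to SAM68 KO, with medians between -1.23 and -0.38. It was 0.015 for p53 targets (median 0.59) and 1.19e-09 for the interferon response (median 2.29), both higher. With fry, 4 of these lists kept an adjusted p under 0.05, namely Aurora B signaling (0.0236), G2/M phase and the PLK1 pathway (0.0326 each) and the interferon response (0.000319). When AXL KO was compared with SAM68 KO directly, with no control library, only 1 of the 10 lists, the interferon response, differed in the same direction with an adjusted p under 0.05. For the other lists a candidate explanation is the difference between the control clones. The median log2 fold change of C1 against A2 was -1.61 for S phase and -1.23 for DNA replication. An effect of the knockouts stays open and cannot be separated from the choice of control with 1 control clone per knockout.

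For the interferon response list the direct comparison gave a median log2 fold change of 1.00, with 20 of 24 genes higher in AXL KO (camera adjusted p = 4.16e-07, limma; fry adjusted p = 0.00127), which argues against the control clones as the whole cause. The median log2 CPM was 4.57 in clone 1.1.2, 3.98 in clone 2.1.1, 4.02 in C1, 3.68 in S7, 3.17 in S8 and 2.62 in A2. Between clones of one genotype, the list's median log2 fold change was 0.44 for clone 1.1.2 against 2.1.1, 0.35 for S7 against S8 and 1.02 for C1 against A2. Since there are 3 such pairs and the list was picked among 17 after its values were seen, the difference cannot be told apart from differences between clones of any genotype. An effect of AXL loss may contribute but was not tested in further clones.

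In R428-treated SKOV3 cells, lists outside the pathways the paper discusses were higher. All 24 ATF4 target genes were higher, with a median log2 fold change of 1.39 (camera adjusted p = 8.08e-28, limma; 20 genes with an adjusted p under 0.05 adjusted over the list alone, 0 over all genes tested and 21 at an unadjusted p under 0.05). All 11 tested SREBP1 fatty acid synthesis genes were higher, with a median of 0.95 (camera adjusted p = 8.8e-11; 9 genes adjusted over the list alone, 0 over all genes tested and 9 at an unadjusted p under 0.05). Of the 40 tested lysosome genes 34 were higher, with a median of 0.34 (camera adjusted p = 9.01e-11; 8 genes adjusted over the list alone, 0 over all genes tested and 15 at an unadjusted p under 0.05). None of these lists had an adjusted p under 0.05 with fry, where it was 0.0761 for ATF4 targets and 0.197 for each of the others, or with an estimated correlation, where it was 0.293 for ATF4 targets and 0.408 for each of the others.

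A wrong library scale would move all genes alike, whereas the medians relative to that of all genes were 1.40 for ATF4 targets, 0.96 for SREBP1 fatty acid synthesis and 0.35 for the lysosome, larger than the replicate SDs of 0.24, 0.36 and 0.13. After removal of trends with GC content and transcript length the adjusted p was 5.92e-27, 9.99e-11 and 9.99e-11 in the same order. With 1 library left out the lowest median was 1.28 for ATF4 targets and 0.73 for SREBP1 fatty acid synthesis, and for the lysosome it was 0.23, without R428 replicate 1. These values argue against library scaling, these sequence trends and a single library as the whole cause. In AXL KO the lists had no call, with an adjusted p of 0.378 for ATF4 targets and SREBP1 fatty acid synthesis and 0.257 for the lysosome. Against C1 in place of A2, ATF4 targets (median -0.43) and the lysosome (-0.54) were lower, with an adjusted p of 0.0032 each. SREBP1 fatty acid synthesis was higher against C1 (0.17, adjusted p = 0.0191). With both controls pooled, ATF4 targets were lower (-0.35, camera adjusted p = 0.0197, limma), and the other lists were not called. ATF4 targets were thus not higher in AXL KO against A2, C1 or both pooled. Loss of AXL function and other effects of R428 therefore cannot be told apart for these lists, since the knockouts were made in another cell line and the calls depend on the control clone. An effect of the R428 treatment is a hypothesis that may be tested with more replicates.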

How the results depend on the processing

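Alternatives with log2(CPM + 1), with limma-voom weights, and with clone groups at an unadjusted p under 0.05 and a log2 fold change above 0 were chosen after seeing the data. The test planned for counts with size factors (DESeq2) was not run because the values are log2, and the planned upper-quartile normalization was made by aligning the 75th percentiles of the deposited values. Leaving out a library in SKOV3, or a control library in HeyA8, leaves 1 library in an arm, so only medians and fold changes were computed. Removing the filter changed nothing in HeyA8, where it removes no gene. Unless a cause is named, the cause of a change was not tested.

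In SKOV3 the count of genes with an adjusted p under 0.05 stayed 0 under scaling to the 75th percentile, no filter, the strict filter, log2(CPM + 1), limma-voom weights and the added fold threshold, with 1024 to 1095 genes at an unadjusted p under 0.05. It was 160 at the paper's thresholds. With the replicate number as a block it was 2010 genes, 994 higher and 1016 lower, with 3960 at an unadjusted p under 0.05, and the adjusted p was 0.00346 for AXL, 0.0154 for PARP1, 0.0218 for H2AX and from 1.13e-05 for ACAT2 to 0.00265 for SREBF2, with HMGCS1, FDFT1, MVK and LSS between them. Deviations of equally numbered SKOV3 libraries correlated at 0.621 in the single pair of conditions, which does not show that the numbers pair the libraries, and in HeyA8 they correlated at -0.056 to 0.119 over 15 pairs. With the block, KHDRBS1 in SAM68 KO had an adjusted p of 0.0636.

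The SKOV3 list calls were kept in number, 13 of 17, under both filters, the block, log2(CPM + 1) and voom weights. Scaling to the 75th percentile, which also gave 13, shifts all genes alike, in SKOV3 by 0.02, and hardly tests a list against the other genes. With an estimated inter-gene correlation and with fry, 0 lists were called. The adjusted p with the estimated correlation and with fry was 0.408 and 0.0816 for cholesterol biosynthesis, 0.495 and 0.528 for S phase, 0.495 and 0.435 for G2/M phase, 0.547 and 0.55 for DNA replication, 0.446 and 0.372 for Aurora B signaling, 0.495 and 0.435 for the PLK1 pathway, 0.547 and 0.55 for tubulin folding, and 0.552 and 0.55 for DNA repair. Across the fits that each left out 1 library, the median ranged from 1.51 to 1.96 for cholesterol biosynthesis, from -0.61 (without R428 replicate 2) to -0.23 (without R428 replicate 1) for Aurora B signaling and from -0.46 to -0.15 without the same libraries for the PLK1 pathway.

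In HeyA8 the counts for AXL KO, SAM68 KO and C1 against A2 were 6438, 6246 and 7655 with clone groups, where the difference between clones of a genotype no longer counts as spread, and 47, 30 and 265 with clone as a random block in limma-voom. With both controls pooled they were 814 for AXL KO and 488 for SAM68 KO. With only the groups compared, SAM68 KO had 1268 and C1 against A2 had 6914. With each clone alone, SAM68 KO had 3105. With an added absolute log2 fold change above 1.5 the counts were 345, 303 and 948, and with an unadjusted p and that threshold 4.3e+02 (329 higher and 99 lower), 419 and 1056. Scaling, the strict filter, the block, swapped controls, log2(CPM + 1) and voom weights gave counts within 1.5 times, and the fits that left out 1 library gave 1880 to 2281 for AXL KO and 1615 to 2113 for SAM68 KO.

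The overlap of genes higher in both knockouts was 100 with a fold change above 1.5, where the cholesterol list had p = 0.000785 (one-sided Fisher's exact test), 8 with an adjusted p and a log2 fold change above 1.5, 142 with an adjusted p and a log2 fold change above 0, 5 with the strict filter, with clone as a random block and with log2(CPM + 1), 20 with clone groups, 22 with both controls pooled and 6 with each clone alone. A shared control makes the effects alike, and simulated libraries sharing a control gave 4.5 genes on average and at most 9 in 100 draws, whereas the correlation of the effects was 0.26, below the simulated mean of 0.50. With clone groups at an unadjusted p and a log2 fold change above 0 it was 875, fewer than the 1056 that independent sets would share, with p = 1.23e-06 (one-sided Fisher's exact test) for the cholesterol list. Leaving out 1 library gave 10 to 18. Independent sets would share 116 genes with a fold change above 1.5, 0.64 with the strict filter and 1.6 with each clone alone. With swapped controls the overlap was 9, against 7.7 that independent sets would share. Among the 142 genes, the cholesterol list had p = 0.232 (one-sided Fisher's exact test).

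The number of lists called in AXL KO was 2 with both controls pooled, 12 with swapped controls, 0 with an estimated correlation and 1 with fry. In SAM68 KO it was 7 with both controls pooled, 7 with swapped controls, 4 with each clone alone, 0 with an estimated correlation and 5 with fry. The cholesterol list in AXL KO had an adjusted p of 0.0314 with swapped controls. Its adjusted p ranged from 0.228 to 0.892 when 1 library was left out, and its direction reversed without clone 2.1.1 replicate 1 (0.863) or replicate 2 (0.892). In SAM68 KO the adjusted p was 0.0581 with swapped controls, 0.59 with an estimated correlation and 0.0818 with fry.

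Among single genes, the direction reversed with swapped controls for KHDRBS1 (0.0018), ACAT2 (1.28) and ERG (a fitted 0.49, with at most 1 count in both groups) in AXL KO, and for ACAT2 (-0.0071), LSS (-0.12), PAEP (a fitted 2.58, with at most 1 count in A2) and ITGB3 (1.07) in SAM68 KO. With both controls pooled ACAT2 in AXL KO was 0.39, and with scaling SREBF2 in AXL KO was 0.00073. Leaving out 1 library, SREBF2 in AXL KO ranged from -0.25 to 0.22, positive without either library of clone 1.1.2, and HMGCS1 from -0.35 to 0.45, negative without either library of clone 2.1.1. Of the 596 values under alternatives for results other than the main comparisons, 38 were weaker, 22 stronger, 13 reversed (those of this paragraph) and 2 moved. The depth limits ERG and PTPRD, whose AXL KO libraries hold 3 counts or fewer, to bounds, and the fitted value of PAEP against A2 is not a bound.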

Differences from the paper's values

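The paper states 857 commonly up-regulated genes, and the overlap at the stated thresholds was 13. The paper's numbers for genes higher in one knockout only are about 2700 for AXL KO and about 2600 for SAM68 KO in Fig. 7a, read by eye, and the values here were 316 and 121. None of the alternatives set before the data were examined closed these gaps, and the closest gave 142 genes in both (adjusted p-value under 0.05 and log2 fold change above 0), 1288 in AXL KO only (fold change above 1.5 and unadjusted p) and 917 in SAM68 KO only. An alternative chosen after seeing the values, with each clone as its own group, an unadjusted p under 0.05 and a log2 fold change above 0, gave 875, 2740 and 2608.

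The paper's fold change of SREBF2 by quantitative PCR in SKOV3 (Fig. 7c, supplement) was 2.46, as the mean of the paper's 3 replicate values with an SD of 0.0577, and the fold change from the sequencing libraries was 1.62. None of the alternatives set before the data were examined closed this gap. For ACAT2 the paper's value is 8.49 and the value here 6.56, for HMGCS1 3.34 and 3.32, and for FDFT1 4.94 and 3.54. The paper's value was over 1.5 times the value here for SREBF2 only. The values of ACAT2 and FDFT1 still lay further apart than the SDs of the paper's replicate values, 0.0902 and 0.181.

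The paper states that cholesterol biosynthesis was enriched among the genes higher in both knockouts. Here 0 of the 22 genes of the list were among the 13 (one-sided Fisher's exact test, p = 1), where random lists held 0.0104 on average, so this count does not exclude enrichment. With a fold change above 1.5 in place of a log2 fold change above 1.5, 3 of the 22 were among 100 genes (one-sided Fisher's exact test, p = 0.000785). With an adjusted p-value under 0.05 and a log2 fold change above 0, 1 of the 22 was among 142 genes (one-sided Fisher's exact test, p = 0.232). With the alternative chosen after seeing the values, 10 of the 22 were among 875 genes (one-sided Fisher's exact test, p = 1.23e-06).

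The paper states, from its follow-up of single genes, that SREBF2, ACAT2, HMGCS1 and FDFT1 were higher in AXL-deficient cells. In the AXL KO libraries the log2 fold change against A2 was -0.50 for ACAT2 and -0.03 for SREBF2, neither past the threshold. Against C1 that of ACAT2 was 1.28 (adjusted p = 0.00884, limma). SREBF2 had 6.88 and 7.06 log2 CPM in clone 1.1.2 and 8.30 and 8.29 in clone 2.1.1. It had 7.61 and 7.71 in A2 and 7.90 and 8.19 in C1. These values thus depended on the clone and the control, and do not decide the paper's statement.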

Other observations

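The tests of library depth and of GC content or transcript length for the control clones were chosen before their results were seen, and the other tests below only after the result was seen.

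The control clones C1 and A2 differed at 4201 genes, more than either knockout from its control. With all libraries thinned to equal totals they differed at 4147 genes and after correction for GC content and transcript length at 4187, while the knockouts stayed at 2382 and 2516 genes for AXL KO and 1994 and 1782 for SAM68 KO. A wrong library scale would move all genes alike, whereas 2078 genes were higher and 2123 lower in C1 than in A2, in each direction more than the 1328 at most in a knockout. These values argue against depth, scaling and these sequence trends as the whole cause. With each clone as a group, the 15 pairs of clones differed at 5011 to 7655 genes, and C1 against A2 was the pair with the most, 1 of 15. With 15 pairs no smaller share than 1 in 15 is possible, so this share decides nothing, and a difference peculiar to the controls cannot be told apart from differences between clones of any genotype. No biological explanation was tested.

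All 60 choices of 2 clones against 1 other clone were compared at the stated thresholds, with the other clones as their own groups. As many genes as the 345 higher in AXL KO were found in 14 of 60 choices, and as many as the 148 higher in SAM68 KO in 49 of 60. Every choice holds at least 1 knockout clone, so these shares do not measure differences between clones alone. With each clone as its own group, 363 genes were higher in AXL KO and 157 in SAM68 KO, while between the control clones 657 were higher in C1 and 497 in A2, which is consistent with differences between clones of any genotype. An effect of the knockouts stays open. For the cholesterol biosynthesis list, the median log2 fold change between the AXL KO clones had a size of 0.96, larger than the rise of 0.24 in AXL KO, which is likewise consistent with differences between clones. Between S7 and S8 it was 0.37 and between C1 and A2 -0.18, smaller than the rise of 0.63 in SAM68 KO. With 3 pairs of clones of one genotype, the rise in SAM68 KO cannot be told apart from differences between clones. The lower single-clone cholesterol median among the AXL KO clones was -0.39, in clone 1.1.2, which is consistent with clone 2.1.1 carrying the rise in AXL KO. In SAM68 KO the median against A2 was 0.46 (camera adjusted p = 0.0581, limma), so its direction did not depend on C1. Since this p-value lay above the threshold, a low level in C1 is not excluded as the cause of that rise.

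Across genes the log2 fold changes of the knockouts had a Pearson correlation of -0.20, between -0.24 and -0.15 when 1 library was left out. With the controls swapped it was -0.37 and with both controls pooled 0.26. A shared control gives a positive correlation, 0.50 on average in simulated libraries without a change. The correlation that separate controls give without a change was not simulated, so the negative sign cannot be assigned to a cause. The difference between the control clones stays a candidate explanation, and it cannot be told apart from opposite effects of the knockouts. Genes are not independent replicates, and no biological explanation was tested.

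In R428-treated SKOV3 cells the SREBP2 regulators and uptake list had a median log2 fold change of 1.34 with 9 of 9 genes higher (camera adjusted p = 1.74e-08, limma), with 5 genes under 0.05 adjusted over the list alone, 0 over all genes tested and 8 at an unadjusted p under 0.05. The mesenchymal markers list had a median of -0.45 with 11 of 14 genes lower (camera adjusted p = 0.000329). With fry the adjusted p was 0.197 and 0.0761. The LXR targets (median -0.13, adjusted p = 0.633), p53 targets (0.05, 0.0563), interferon response (0.10, 0.758) and epithelial markers (-0.20, 0.158) were not called.

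In AXL KO, 5 of the 17 lists were called with camera. The interferon response was higher, with a median of 1.70 and 24 of 24 genes higher (adjusted p = 1.52e-11, limma; fry adjusted p = 0.000174), and S phase (-0.56), DNA replication (-0.48), DNA repair (-0.23) and G2/M phase (-0.16) were lower, with fry adjusted p of 0.398 each. In SAM68 KO, 11 lists were called. Besides cholesterol biosynthesis, S phase (0.72), G2/M phase (0.47), DNA replication (0.47), SREBP1 fatty acid synthesis (0.45), Aurora B signaling (0.43), the PLK1 pathway (0.33), DNA repair (0.22) and tubulin folding (0.19) were higher, and the interferon response (-0.75) and p53 targets (-0.34) were lower. With fry, G2/M phase, Aurora B signaling, the PLK1 pathway, SREBP1 fatty acid synthesis and the interferon response kept an adjusted p under 0.05 in SAM68 KO, and with an estimated correlation 0 lists did in either knockout.

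Most of these directions depended on the control clone. Against C1, the AXL KO medians were 1.097 for S phase, 0.75 for DNA replication, 0.36 for DNA repair and 0.44 for G2/M phase, with camera adjusted p of 1.38e-05, 0.000868, 0.0191 and 4.39e-06 (limma), and the interferon response stayed higher (0.65, adjusted p = 0.0133). With both controls pooled, the adjusted p of the first 4 lists in AXL KO ranged from 0.142 to 0.962. Against A2, the SAM68 KO medians were -0.98 for S phase, -0.76 for DNA replication, -0.29 for DNA repair, 0.51 for the interferon response and 0.39 for p53 targets, with adjusted p of 1.28e-06, 2.97e-05, 0.0225, 0.018 and 0.0386. G2/M phase (-0.22), Aurora B signaling (-0.16), the PLK1 pathway (-0.08), tubulin folding (-0.06) and SREBP1 fatty acid synthesis (0.10) were not called in SAM68 KO against A2.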
